# Misexpression of genes lacking CpG islands drives degenerative changes during aging

**DOI:** 10.1126/sciadv.abj9111

**Published:** 2021-12-15

**Authors:** Jun-Yeong Lee, Ian Davis, Elliot H. H. Youth, Jonghwan Kim, Gary Churchill, James Godwin, Ron Korstanje, Samuel Beck

## Abstract

Cellular aging is characterized by disruption of the nuclear lamina and its associated heterochromatin. How these structural changes within the nucleus contribute to age-related degeneration of the organism is unclear. Genes lacking CpG islands (CGI^−^ genes) generally associate with heterochromatin when they are inactive. Here, we show that the expression of these genes is globally activated in aged cells and tissues. This CGI^−^ gene misexpression is a common feature of normal and pathological aging in mice and humans. We report evidence that CGI^−^ gene up-regulation is directly responsible for age-related physiological deterioration, notably for increased secretion of inflammatory mediators.

## INTRODUCTION

The three-dimensional (3D) organization of chromatin plays an important role in gene regulation. Each cell type in the body has a unique chromatin architecture optimized for the precise gene expression of that cell type (*1*, *2*). Heterochromatin, a condensed form of chromatin that silences transcription of associated genes, physically interacts with the nuclear lamina and inner nuclear membrane (INM) proteins, which form the inner face of the nuclear envelope. Thus, heterochromatin generally localizes toward the nuclear periphery and is spatially separated from its open counterpart, euchromatin, in the center of the nucleus (Fig. 1A).

**Fig. 1.**
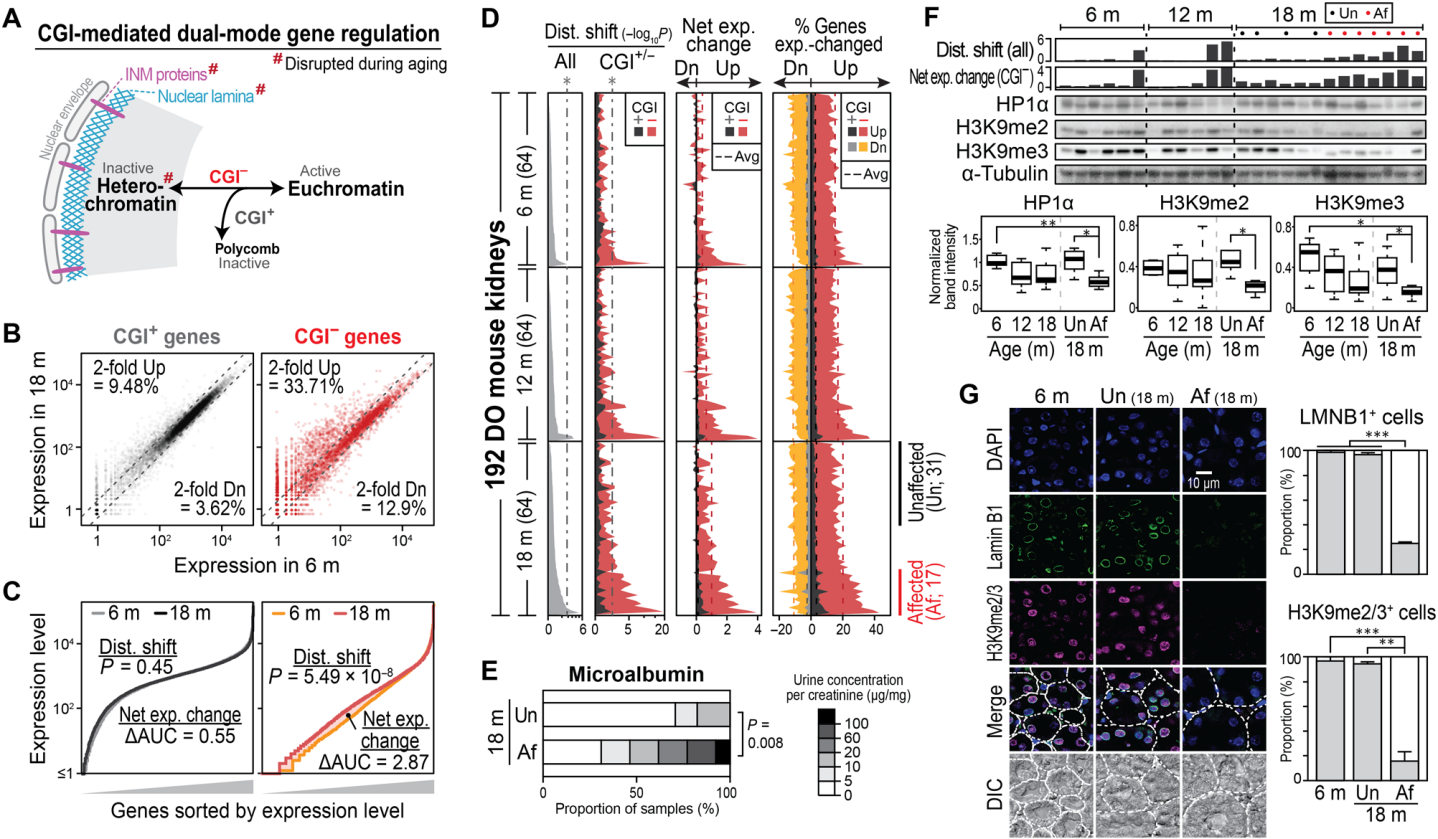
CGI^−^ gene misexpression and nuclear architecture disruption in aged kidneys. (**A**) Schematic showing dual mode gene regulation mediated by CGI. Only CGI^−^ genes form lamina-associated heterochromatin, which is disrupted during aging (see also fig. S1A). (**B**) Example comparison of CGI^+^ and CGI^−^ gene expression in kidney from a young (6 months) and an old (18 months) diversity outbred (DO) mouse showing genes that are ≥2-fold up/down-regulated. Dotted lines indicate twofold difference in expression. (**C**) Analysis of distribution shift and net expression change for the example shown in (B). Genes were sorted by expression level. AUC, area under curve. (**D**) Global gene expression changes in 192 DO mouse kidneys. Each row indicates each kidney; therefore, values (distribution shift, net expression change, and percent genes expression-changed) on the same horizontal line are from the same tissue. Kidneys were sorted by distribution shift of all genes within each age group. Affected (Af) and unaffected (Un) kidneys reflecting distinct physiological ages were determined with distribution shift of all genes as shown in the right bottom. (**E**) Microalbumin concentration in urine from DO mice with affected and unaffected kidneys. (**F**) Western blotting of heterochromatin marks and proteins in DO mouse kidneys. (**G**) Immunofluorescence staining of DO mouse kidneys for lamin B1 and heterochromatin mark (H3K9me2/3). White dotted lines indicate the boundaries of renal tubules. Error bars indicate SD of three replicates. *P < 0.05, **P < 0.01, and ***P < 0.001.

Aging causes global disorganization of chromatin architecture. Disruption of nuclear lamina/INM proteins and decondensation of associated heterochromatin are common features of normative aging, cellular senescence, and premature aging diseases (fig. S1A and table S1A) (*3*–*7*). This disorganization of chromatin architecture has long been speculated to be the primary culprit behind age-associated physiological deterioration; however, there is no direct evidence for a molecular mechanism that might explain it.

Our recent studies have implicated CpG islands (CGIs) in chromatin architecture (*8*–*10*). CGIs are long (~1 kb) DNA elements in mammalian genomes with high frequencies of CpG dinucleotides compared to surrounding regions. In mammals, about 60% of all genes contain CGIs at their promoters (CGI^+^ genes); these genes are broadly expressed throughout the body. The remaining 40% of genes lack CGIs (CGI^−^ genes) and are expressed more specifically in particular tissues (*8*, *10*, *11*). CGI^+^ and CGI^−^ genes are regulated by distinct mechanisms (Fig. 1A) (*8*–*10*): CGI^−^ genes generally reside within nuclear lamina–associated heterochromatin when they are transcriptionally inactive and associate with euchromatin when they are transcriptionally active. By contrast, CGI^+^ genes reside in euchromatin regardless of whether they are active or repressed.

On the basis of these findings of a dual-mode gene regulation mediated by CGIs (Fig. 1A), we hypothesized that disruption of the nuclear lamina and/or associated heterochromatin during aging would specifically affect the transcriptional status of CGI^−^ genes, resulting in their uncontrolled expression. Here, we test this hypothesis using mouse models of normal and pathological aging and meta-analyses of published data from humans and mice to investigate the impact of disrupted chromatin architecture on CGI^−^ gene regulation. Our findings indicate that disorganization of nuclear architecture drives global CGI^−^ gene up-regulation during aging and, moreover, these changes in gene expression explain the chronic inflammation and other degenerative changes associated with aging.

## RESULTS

### Global up-regulation of CGI^−^ genes during aging

To understand how expression of CGI^+^ and CGI^−^ genes (table S2) changes during aging, we performed RNA sequencing (RNA-seq) of kidneys and hearts from diversity outbred (DO) mice. DO mice are a genetically diverse mouse resource that mimics the complexity of the human population with variable rates of physiological aging (*12*, *13*). Figure 1B shows an example of gene expression in kidneys from 18- and 6-month-old mice, where 33.71% of CGI^−^ genes were up-regulated over twofold in the aged kidney compared to the young kidney. In contrast, the corresponding proportion in CGI^+^ genes was less than 10%.

To systematically characterize this global misexpression of genes during aging, we monitored the significance (i.e., distribution shift, *P*) and directionality [i.e., net expression change, ΔAUC (area under the curve)] of expression changes of the entire CGI^+^ or CGI^−^ genes (see Materials and Methods). By analyzing the data in the example above (Fig. 1B), we observed global up-regulation of gene expression in the aged versus young kidneys (net expression change, >0), which was significant only in CGI^−^ genes (distribution shift; *P* = 5.49 × 10^−8^) (Fig. 1C). We then performed the same analysis across 192 kidneys and hearts of DO mice in three chronological age groups (6, 12, or 18 months old; *n* = 64 per group) using the median gene expression in young mice as a reference. The distribution of global gene expression was significantly shifted with age (fig. S1, B and C), but this shift was due mainly to the altered expression of CGI^−^ genes (*P* = 6.93 × 10^−7^ in kidneys and *P* = 1.27 × 10^−7^ in hearts) rather than CGI^+^ genes (*P* > 0.09 in both tissues). Furthermore, nearly all aged (18-month-old) kidneys and hearts of DO mice with significant distribution shifts showed up-regulated gene expression, especially of CGI^−^ genes (Fig. 1D, fig. S1D, and table S3). Up to 40% of CGI^−^ genes were up-regulated ≥2-fold in aged kidneys and hearts when compared to young tissues. These data indicate that CGI^−^ genes are frequently up-regulated during chronological aging.

Among DO mice of the same chronological age, we observed variable extents of distribution shift and CGI^−^ gene misexpression. Of the 64 18-month-old mice, for example, 17 individuals showed a significant distribution shift and CGI^−^ gene misexpression in kidneys, whereas 31 individuals did not (hereafter, we call these kidneys “affected” and “unaffected,” respectively; Fig. 1D and fig. S1, D and E; see also fig. S1, F and G). To understand the nature of this variability, we compared kidney function in the affected and unaffected individuals by measuring microalbumin concentration in urine. Mice with affected kidneys had a significantly higher incidence of renal dysfunction as evidenced by albuminuria compared to mice with unaffected kidneys (Fig. 1E). This indicates that CGI^−^ gene misexpression coincides with the physiological deterioration of kidney function during aging; thus, the variable extent of misexpression in the older age group reflects variable rates of physiological aging in the population. By Western blotting and immunofluorescence microscopy, we found that the affected kidneys had significantly lower levels of the nuclear lamina component lamin B1, the INM protein lamin B receptor (LBR), and the heterochromatin protein HP1α, when compared to young or unaffected aged kidneys (Fig. 1, F and G, and fig. S1H). Concomitantly, the heterochromatin marks H3K9me2/3 were significantly decreased in affected kidneys, while the marks for polycomb-mediated gene repression (H3K27me3) or euchromatic active promoters (H3K4me3) were not significantly affected (Fig. 1, F and G, and fig. S1, I and J). These results suggest that disorganization of the nuclear lamina/heterochromatin may be directly linked to global up-regulation of CGI^−^ genes during aging.

### Disorganization of nuclear architecture during aging drives CGI^−^ gene misexpression

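Kidneys of 3 LBR-null mice, homozygous for the loss-of-function allele Lbr ic-J, and of 1 WT littermate were compared by RNA-seq at 4 weeks of age. Polyadenylated RNA was sequenced from aliquots of pulverized kidney. LBR-null mice 4001 and 4007 and WT mouse 4009 each gave 2 libraries and LBR-null mouse 4002 gave 1. The authors aligned the reads to the mm9 genome, divided the read counts of each gene by the DESeq2 size factor of the library, and deposited these normalized counts for 24328 gene symbols. Each value was a whole multiple of what 1 read is worth in its library, within 0.01 read for 100% of the values, so read counts could be recovered from it. The 5 LBR-null libraries held 20694016 to 25296831 reads on genes, with a median of 21886318, and the WT libraries held 26333284 and 22969010. Between 18875 and 20096 genes were detected per LBR-null library, and 19268 and 19061 in the WT libraries. Normalized counts were averaged over the libraries of a mouse, and the mouse was taken as the replicate. With 1 WT mouse, a difference from WT was set against the spread between the LBR-null mice, and the spread between WT mice is not known. Genes were classed by CpG islands (CGI) found in the mm9 sequence with the paper's thresholds of GC content, length and observed over expected CpG. The paper also uses islands found by CxxC affinity purification, and that part of its definition was not applied here. A gene was CGI+ with an island within 500 bp of a transcription start site, and CGI- with none from 500 bp upstream of the start through the gene body. Of 1850 genes that received either class and are among the readable entries of Table S2A, 93.8% had the class listed there. Lbr itself lies on chromosome 1 of mm9 from 183745447 to 183772532. Its normalized counts were 322 in LBR-null mouse 4001, 340 in mouse 4002, 472 in mouse 4007 and 398 in the WT mouse. Whether the mutation changes the level of the transcript was not tested, so Lbr does not test the genotype labels. The labels give no sex. Xist, the transcript of the inactive X chromosome, was at 5785 normalized counts in mouse 4001, 65.3 in mouse 4002, 9940 in mouse 4007 and 35.5 in the WT mouse, while the Y chromosome gene Ddx3y was at 141, 1516, 44.3 and 1284 in the same order. Mice 4001 and 4007 thus have reads of both, mouse 4001 with more on Ddx3y.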

To test whether CGI^−^ gene misexpression is a direct result of disruption of chromatin architecture during aging, we used mice with a loss-of-function mutation in the gene encoding LBR (*Lbr*^ic-J/ic-J^; hereafter, LBR-null mice; fig. S2A) (*14*, *15*). LBR is an INM protein that tethers heterochromatin to the nuclear envelope (Fig. 1A) (*16*, *17*); it is present in reduced amounts in various forms of aging (fig. S1, A and H, and table S1A). 

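Genes were counted as changed when average normalized counts differed at least 2-fold between LBR-null and WT kidneys, the criterion of Fig. 2, among genes expressed in either group. Of 5726 expressed CGI- genes, 2279 (39.8%) were 2-fold up and 815 (14.2%) were 2-fold down. Of 11801 expressed CGI+ genes, 984 (8.34%) were 2-fold up and 667 (5.65%) were 2-fold down. When each LBR-null mouse was compared with the WT mouse, the share of CGI- genes 2-fold up was 33.8% ± 4.93 (SD, n = 3 mice) and that of CGI+ genes was 8.53% ± 1.96 (SD, n = 3). The shares 2-fold down were 19.3% ± 2.01 and 7.65% ± 1.53 (SD, n = 3). The lowest share of CGI- genes 2-fold up, 28.6% in mouse 4002, lay above the highest share of CGI+ genes, 9.84% in mouse 4001. In all 3 LBR-null mice separately, 16.9% of CGI- genes and 4.20% of CGI+ genes were 2-fold up, and 8.49% and 3.10% were 2-fold down. Between pairs of LBR-null mice, 9.14% to 23.0% of CGI- genes and 1.62% to 6.52% of CGI+ genes were 2-fold higher in the first mouse of the pair, so CGI- genes differ more often than CGI+ genes between mice of the same genotype too. CGI- genes had a median of 8.77 normalized counts in the WT mouse, against 612 for CGI+ genes, and 816 of the CGI- genes that were 2-fold up had no read in the WT mouse. Adding 5 normalized counts to both groups before the ratio, the alternative that moved the share most, left 13.3% of CGI- genes and 5.33% of CGI+ genes 2-fold up.

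**Figure D1:**
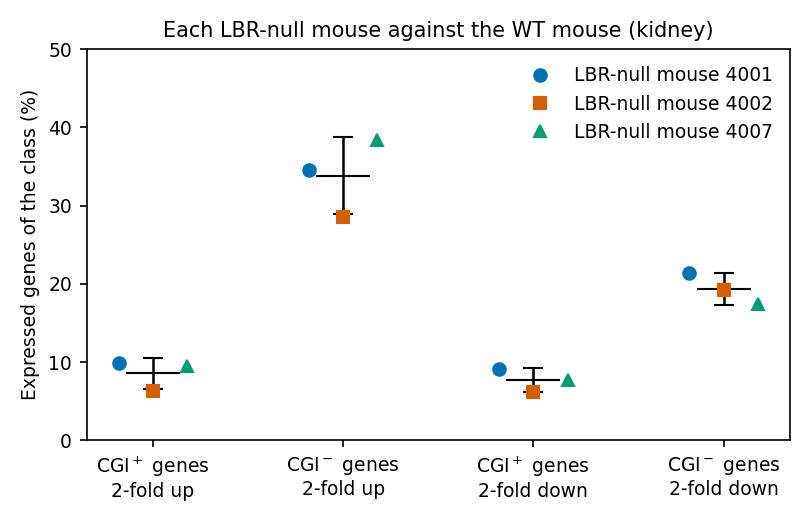
Share of the expressed CGI+ and CGI- genes (%, vertical axis) at least 2-fold up or down in each of 3 LBR-null mice against the WT mouse; symbols are mice, the line is their mean and the bar is the SD. The CGI- genes 2-fold up lie between 28.6% and 38.4%, above the other 3 sets.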

Kidneys from LBR-null mice showed clear signs of CGI^−^ gene misexpression (Fig. 2A) and loss of heterochromatin marks/components (Fig. 2B; see also fig. S2, B and C) compared to wild-type (WT) littermates. This implies that disorganization of nuclear architecture due to loss of LBR is sufficient to recapitulate the age-associated CGI^−^ gene misexpression and heterochromatin decondensation observed in DO mice.

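The gene classes were also compared within 3 ranges of mean expression, which are wide, the highest with no upper limit, so the classes need not be equal in level within a range. Among genes with a mean of up to 10 normalized counts over the 4 mice, 60.3% of 2595 CGI- genes and 42.4% of 762 CGI+ genes were 2-fold up in LBR-null kidneys. The shares 2-fold down were 13.7% and 17.1%. Averaging 3 LBR-null mice against 1 WT mouse makes a 0 less frequent in the LBR-null group, which favours genes up at low levels. With a mean above 10 and up to 30, 45.0% of 837 CGI- genes and 36.4% of 626 CGI+ genes were 2-fold up, and 13.1% and 12.6% were 2-fold down. Above 30, 14.6% of 2294 CGI- genes were 2-fold up and 15.3% were 2-fold down, against 4.16% and 4.40% of 10413 CGI+ genes. From the lowest to the highest range, the median log2 fold change was 0.29 ± 0.28, 0.58 ± 0.11 and −0.11 ± 0.04 for CGI- genes and 0.21 ± 0.23, 0.43 ± 0.10 and −0.05 ± 0.01 for CGI+ genes (SD, n = 3 mice). The levels of 10 and 30 were chosen after the values were seen. As a test of single genes, limma was run on log2(normalized counts + 1) of the 4 mice for 17283 genes with a mean of at least 5. At an adjusted p of 0.05 and a 2-fold change, the limits the paper gives for DESeq2, limma called 0 genes, with 1852 genes higher and 1391 lower at an unadjusted p under 0.05. On the recovered reads summed per mouse, edgeR's quasi-likelihood test called 1 gene higher and 27 lower, and DESeq2 called 539 higher and 578 lower. Among genes on the same side of both WT libraries in every LBR-null library, Retnlg, at 174 ± 145 normalized counts (SD, n = 3) against 0.394 in WT, had the largest rise, with a log2 fold change of 6.55 (standard error 1.02, adjusted p = 0.0900 from limma with Benjamini-Hochberg adjustment). It was followed by Rbp2 (6.21), by a symbol that the files give as the date 1-Mar and whose gene is not known (5.84), by Xist (5.42), which follows sex, and by Chil3 (5.36), a member of a family of similar genes between which reads can be split. The largest falls were those of the transporter gene Slc22a28, at 8.23 ± 3.39 (SD, n = 3) against 491 in WT (log2 fold change −5.80, standard error 0.56, adjusted p = 0.0584 from limma), of Slc22a7 (−5.75), Dio1 (−5.19), Slc22a22 (−4.96) and Slc51a (−4.85). Log2 fold changes on this scale understate the change of genes with few reads. The paper reports CGI- misexpression in kidneys that lost LBR, and loss of heterochromatin marks on Western blots and in stained tissue. From these it infers that nuclear disorganization caused by LBR loss is enough to reproduce 2 changes of aged DO mice. These are the misexpression of CGI- genes and the decondensation of heterochromatin.

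**Figure D2:**
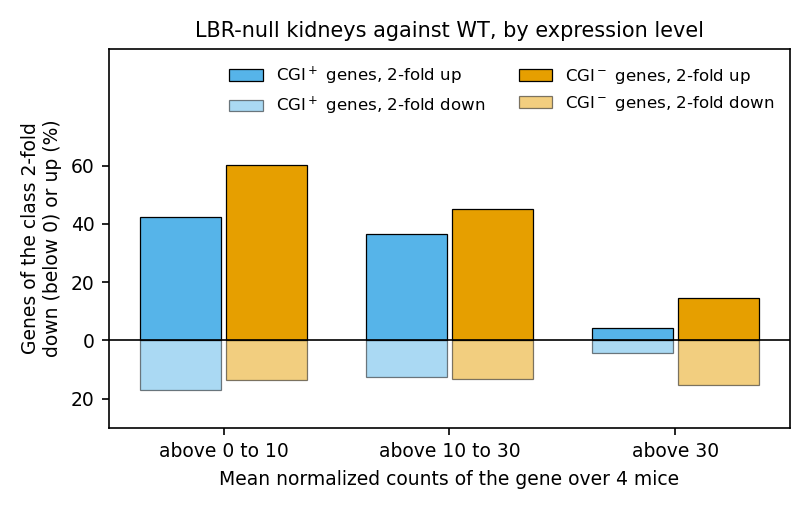
Share of CGI+ and CGI- genes 2-fold up (above 0) and 2-fold down (below 0) in LBR-null kidneys against WT (%, vertical axis) in 3 ranges of mean normalized counts over the 4 mice (horizontal axis); bars come from the average of the 3 LBR-null mice. The share up falls from 60.3% to 14.6% of CGI- genes and from 42.4% to 4.16% of CGI+ genes between the lowest and the highest range.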

**Fig. 2.**
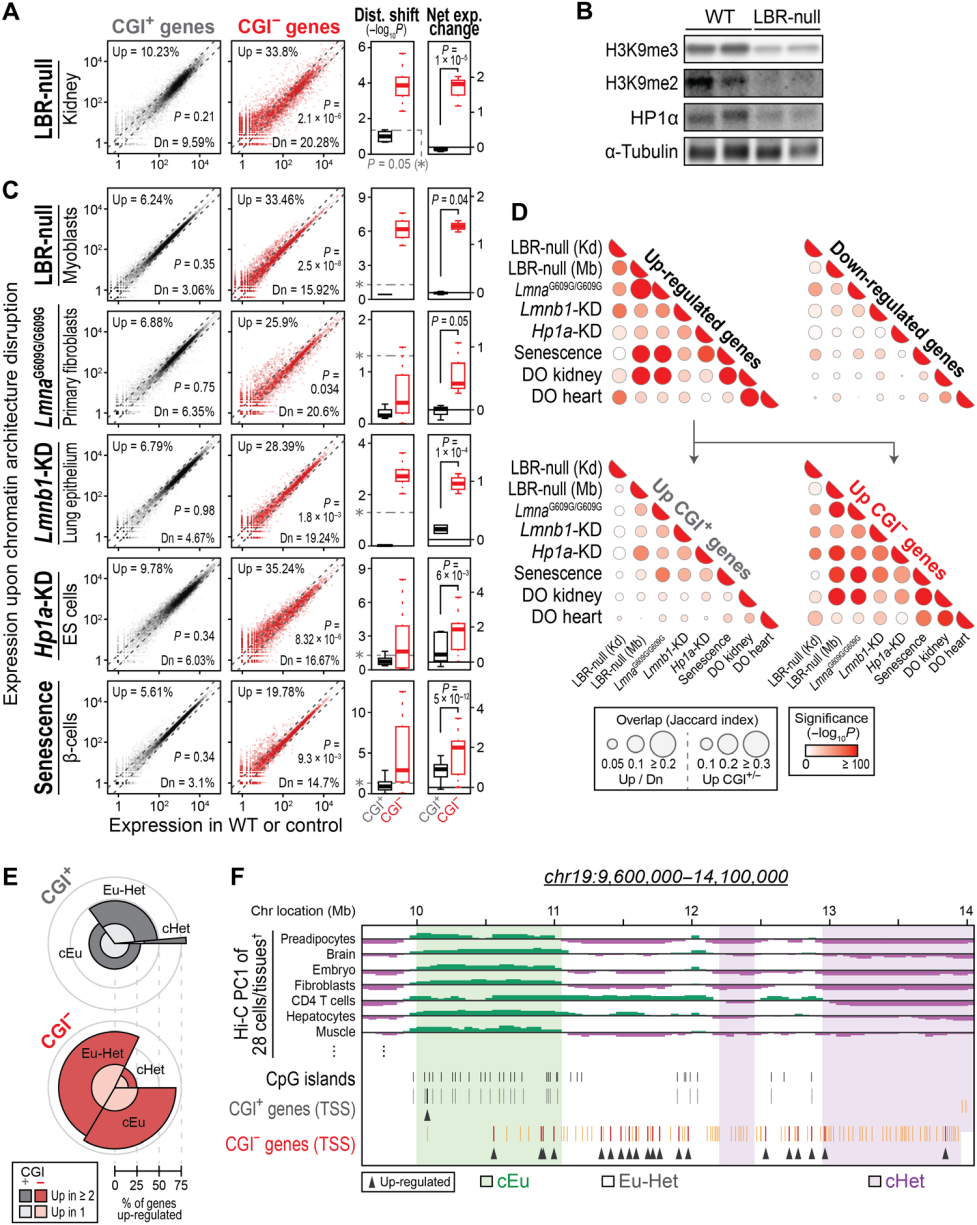
Disruption of nuclear architecture during aging drives uncontrolled expression of CGI^−^ genes. (**A** and **C**) Representative data showing expression (left), distribution shift, and net expression change (right) of CGI^+/−^ genes in LBR-null mouse kidneys (A) or in the context of chromatin architecture disruption (C). For full data, see fig. S2D and table S4. (**B**) Western blot of heterochromatin marks/component in LBR-null mouse kidneys. (**D**) Overlaps among expression-changed genes upon nuclear lamina/heterochromatin disruption or during aging. Significance was calculated by permutation tests (*n* = 1000). Kd, kidneys; Mb, myoblasts. (**E**) Portion of genes within three chromosomal domains that are up-regulated upon nuclear lamina/heterochromatin disruption or during aging [i.e., the eight contexts shown in (D)]. The polar angle of each group indicates its proportion of all CGI^+^ or CGI^−^ genes, while the radius indicates the up-regulated percentage within each group. Recurrently up-regulated genes in at least two conditions of the eight contexts shown in Fig. 2D are shown in darker gray/red colors. (**F**) A representative genomic landscape of CGI^+/−^ genes misexpressed during aging. †All Hi-C PC1 values of 28 cell/tissue types in this view and additional examples are illustrated in fig. S3.

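Distribution shift and net expression change, the measures of Fig. 2A, were computed on log10(normalized counts + 1) for each LBR-null mouse against the WT mouse. The net expression change of CGI- genes was 1.53 in mouse 4001, 0.873 in mouse 4002 and 1.73 in mouse 4007, a mean of 1.38 ± 0.449 (SD, n = 3 mice). That of CGI+ genes was −0.0264 ± 0.0775 (SD, n = 3), with mouse 4001 above 0 and the other mice below it. With a stricter island definition (GC content of 55%, length over 500 bp), the net expression change was 0.737 for CGI- genes and 0.0865 for CGI+ genes. The distribution shift, the −log10 of the rank sum P between the mice over genes, was 10.4 ± 6.58 (SD, n = 3) for CGI- genes and 0.663 ± 0.243 (SD, n = 3) for CGI+ genes, and the latter was 3.02 with libraries scaled to equal totals and 1.55 with TMM scaling. Genes are not replicates, so this measure describes the pairs of mice. Between LBR-null mice, it reached 4.08 for CGI- genes and 0.285 for CGI+ genes. With the stricter islands it fell to 2.72 for CGI- genes. Comparing single libraries gave 10 pairs of 1 LBR-null and 1 WT library, in which 34.3% ± 3.04 (SD over 10 pairs, which share libraries) of CGI- genes were 2-fold up and 20.2% ± 2.98 were 2-fold down. More CGI- genes were up than down in 10 of these pairs, and more CGI+ genes in 8. Between libraries of the same mouse, 13.0% ± 1.58 of CGI- genes (SD over 3 pairs) were 2-fold higher and 14.8% ± 4.08 were 2-fold lower in the first library, so part of each share does not come from a difference between mice.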

We tested our hypothesis further by meta-analysis of published RNA-seq data generated from conditions that mimic the disruption of nuclear/chromatin architecture during aging (table S4) (*5*, *15*, *18*–*20*). Disruption of LBR, lamin B1, or HP1α directly triggered global up-regulation of CGI^−^ genes (Fig. 2C and fig. S2D). Consistent with this finding, we saw up-regulation of CGI^−^ genes also in senescent cells and upon mutation of the lamin A gene associated with Hutchinson-Gilford progeria syndrome (HGPS; *Lmna^G609G/G609G^*), both of which disrupt nuclear/chromatin architecture. Furthermore, reduction of the mutant form of lamin A (progerin) by systemic administration of CRISPR-Cas9 components (*5*) suppressed CGI^−^ gene misexpression in progeria (HGPS) mice (fig. S2E), suggesting a direct link between disruption of chromatin architecture and misexpression of CGI^−^ genes.

Moreover, the CGI^−^ genes that were up-regulated upon disruption of nuclear architecture largely overlapped with those that were misexpressed during normative aging (i.e., in the kidneys and hearts of DO mice) and in progeria/cellular senescence (Fig. 2D). This suggests that the up-regulation of CGI^−^ genes in each of these contexts was driven by the same trigger, i.e., disruption of nuclear/chromatin architecture. Together, we conclude that global misexpression of CGI^−^ genes during aging is attributable to age-associated nuclear/chromatin architecture disruption.

### Genomic landscapes of CGI^−^ genes misexpressed during aging

The data described above indicate that not all CGI^−^ genes are simultaneously up-regulated during aging: Some are more commonly misexpressed than others in cells that have disrupted nuclear/chromatin architecture. To investigate what determines this misexpression of some CGI^−^ genes but not others, we tested whether it is affected by chromosomal gene organization, which provides information on the spatial positioning of the genes in the nucleus and their epigenetic regulation (*8*–*10*, *16*, *17*). We collected Hi-C chromatin conformation data generated from 28 healthy, young adult mouse tissues and cells (*n* = 191; table S5A) and performed principal components analysis (PCA) to classify genomic regions in each sample as heterochromatin or euchromatin [represented by low or high PC1 values, respectively (*21*)]. By combining these data, we categorized the mouse genome into three domains: those that constitutively form euchromatin (cEu) or heterochromatin (cHet) and regions that may be euchromatin or heterochromatin depending on the cell or tissue type (Eu-Het) (fig. S3 and table S5B). Analysis of H3K9me2/3 ChIP-seq (chromatin immunoprecipitation followed by parallel sequencing) data generated from normal tissues indicated that CGI^−^ genes in all these three domains are more strongly associated with heterochromatin than CGI^+^ genes in the same domains (fig. S4 and table S6A), suggesting that heterochromatin decondensation during aging would affect CGI^−^ genes across all three domains. However, CGI^−^ genes in cHet domains, which are most strongly associated with heterochromatin, are rarely misexpressed upon disruption of nuclear architecture or during aging compared to those within cEu or Eu-Het domains (*P* < 2.2 × 10^−16^; Fig. 2, E and F; see also fig. S3). We further validated this unexpected result using nuclear lamina association and Hi-C compartment data generated from normal cells and tissues. Misexpressed CGI^−^ genes were generally located within euchromatic domains [i.e., non-LADs (lamina-associated domains) or A compartments] rather than within heterochromatic domains (i.e., LADs/B compartments) in all cell/tissue types analyzed (fig. S5, A to D). Consistent with genomic analysis, these genes were generally internalized rather than located at the nuclear periphery in both unaffected and affected kidneys (fig. S5E). All these data indicate that CGI^−^ genes in euchromatic domains, which associate more weakly with heterochromatin than those in broad heterochromatic domains, are more susceptible for activation upon chromatin architecture disruption and during aging.

The fact that CGI^−^ genes in heterochromatic domains are rarely activated during aging suggests that loss of heterochromatin is not sufficient to activate all associated genes simultaneously but rather requires additional layers of regulation. As our prior studies demonstrated that CGI^−^ genes are generally regulated by local binding of transcription factors (TFs) (*8*–*10*), we further performed TF-binding motif analysis. Notably, known TF-binding motifs were significantly more prevalent in the promoters of CGI^−^ genes in euchromatic domains when compared to those in cHet domains (*P* < 2.2 × 10^−16^ for both), and this was even more evident in recurrently up-regulated CGI^−^ genes (fig. S5F and table S7). Together, our data suggest that the recurrent misexpression of CGI^−^ genes in euchromatic domains is due to their increased susceptibility to uncontrolled TF-mediated activation in aged nuclei with decondensed heterochromatin.

### CGI^−^ gene misexpression causes loss of cellular identity during aging

Next, we questioned how CGI^−^ gene misexpression contributes to degenerative changes during aging. We first focused on the fact that precise heterochromatin formation is critical for maintaining cellular identity (*22*, *23*). As CGI^−^ genes are generally expressed in tissue/cell type–limited manners (*8*, *11*), we reasoned that heterochromatin decondensation and the resulting uncontrolled expression of CGI^−^ genes might drive the loss of cellular identity that has been observed in various aged mammalian tissues (*24*–*26*).

To test this hypothesis, we defined 2243 tissue-specific genes in 28 tissue types by analyzing RNA-seq data from 578 young, healthy adult mouse tissues (table S8A) and monitored their expression in DO mice (table S8B). As expected, affected kidneys from DO mice expressed various tissue-specific genes that were not typically expressed in young kidneys, including spleen-, intestine-, eye-, and liver-specific genes (Fig. 3A and table S9A). The majority of these (85.12%) were CGI^−^ genes. By contrast, the expression of kidney-specific genes was mildly decreased in affected kidneys. We confirmed these findings by performing mRNA–fluorescence in situ hybridization (mRNA-FISH) for tissue-specific genes normally not expressed in kidney (*Gpnmb*, *Csn3*, and *Krt20*; Fig. 3B and fig. S6A). These genes were transcribed in affected kidneys from DO mice, and this was most evident in cells lacking H3K9me2/3 (Fig. 3B), again suggesting a direct link between heterochromatin decondensation and CGI^−^ gene misexpression. We observed disrupted tissue-specific gene expression also in hearts from DO mice (fig. S6, B and C, and table S9, B and C) and when we analyzed using previously defined tissue-specific gene sets [National Center for Biotechnology Information (NCBI) UniGene and InterPro Uptissue; fig. S6, D to G, and table S9, D to G]. Moreover, these patterns were recapitulated upon nuclear lamina/heterochromatin disruption and in progeria/cellular senescence (Fig. 3, C and D; fig. S6, H and I; and table S9, H to J). 

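For LBR-null kidneys, the pattern was followed in the gene lists of the supplement as the median log2 fold change of a list against WT, on log2(normalized counts + 1). Of 117 expressed genes specific to tissues other than kidney that the paper found up- or down-regulated in affected DO kidneys (Table S9A), 38.5% were 2-fold up and 19.7% were 2-fold down in LBR-null kidneys. Their median log2 fold change was 0.58 in mouse 4001, 0.06 in mouse 4002 and 0.30 in mouse 4007. The median for the 3 mice averaged before the fold change, 0.53, was at percentile 76.8 of 10000 random lists of the same size matched on mean expression. Without mouse 4001 it was 0.26. By the paper's account the list includes liver-specific genes. The 20 liver marker genes had a median log2 change of 2.42 in mouse 4001. Liver RNA in that sample is thus a candidate explanation for part of its rise. Of 97 kidney-specific genes of the same table, 8.25% were 2-fold up and 47.4% were 2-fold down. Their median log2 fold change was −0.95 ± 0.22 (SD, n = 3 mice), and the median of the averaged mice, −0.97, lay below all random lists, whose middle 95% ran from −0.10 to 0.16. The 106 tissue-specific genes of Fig. 3C (Table S9H) were 2-fold up in 67.9% and 2-fold down in 6.60%, with a median of 1.2. The paper chose this list partly on LBR-null kidneys, so it is not independent evidence from them, and 9 of its genes are also in the list from DO kidneys. limma called 0 genes of these lists over all genes tested. Adjusted over the list alone, it called 13 of 89 tested genes of the non-kidney list, 38 of 96 of the kidney-specific list and 15 of 93 of the Fig. 3C list, the last again not independent of these libraries. Gpnmb, on chromosome 6 of mm9 from 48986517 to 49020928, was at 23.0 ± 12.5 normalized counts (SD, n = 3 mice) against 9.25 in WT, and mouse 4002 (8.60) was at the WT level (log2 fold change 1.04, standard error 0.80, adjusted p = 0.529 from limma). Krt20, which the paper names for DO kidneys, was at 21.3 ± 7.57 (SD, n = 3) against 39.3 in WT and lower in every LBR-null library (log2 fold change −0.90, standard error 0.55, adjusted p = 0.427 from limma). Csn3, likewise named for DO kidneys, had at most 1 read per LBR-null library and 2 reads in the WT mouse, too few to compare.

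**Figure D3:**
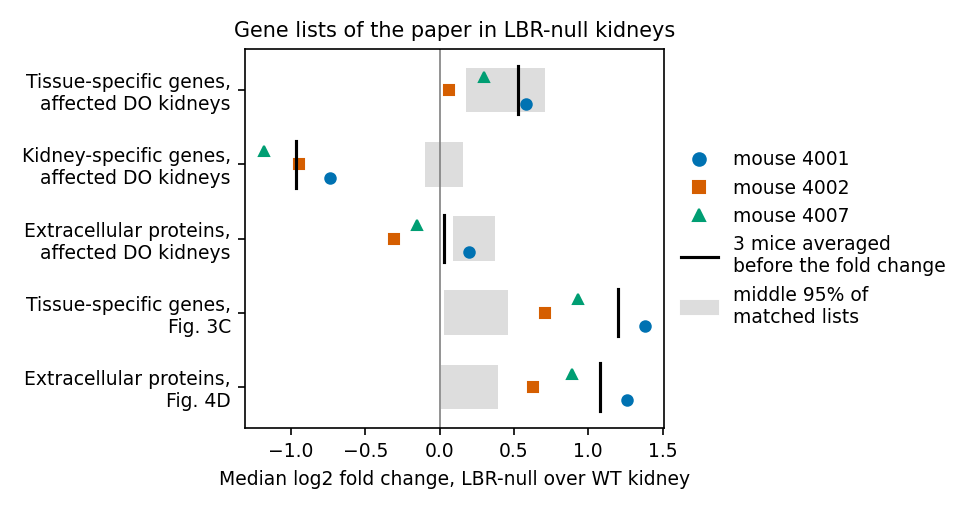
Median log2 fold change of 5 gene lists of the paper in LBR-null over WT kidneys (horizontal axis); symbols are the 3 LBR-null mice, black lines the median for the averaged mice, and grey boxes the middle 95% of 10000 matched random lists for that median. The median for the averaged mice lies below its box for the kidney-specific list and, by less, for the extracellular list of DO kidneys, and the 2 lists of Fig. 3C and Fig. 4D, chosen partly on these libraries, lie above theirs.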

We conclude from these findings that disorganization of chromatin architecture and the resulting uncontrolled expression of CGI^−^ genes disrupt tissue-specific gene expression programs, causing aged cells to lose their functional identities.

**Fig. 3.**
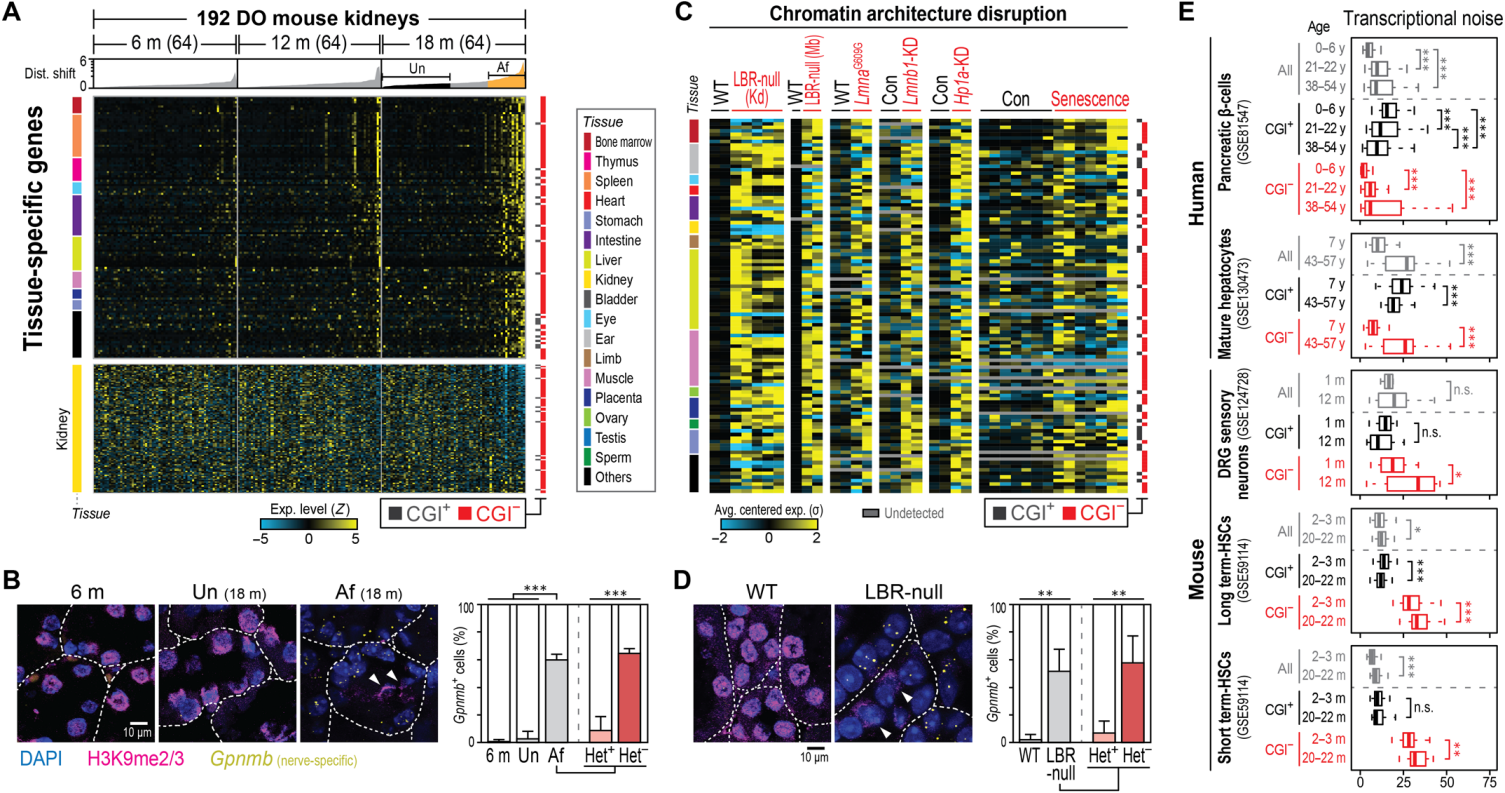
CGI^−^ gene misexpression causes loss of cellular identity during aging. (**A** and **C**) Expression levels of tissue-specific genes in DO mouse kidneys (A) or upon chromatin architecture disruption (C). Shown are tissue-specific genes that are significantly up/down-regulated in affected kidneys [versus unaffected, false discovery rate (FDR) < 0.05; top part of (A)], kidney-specific genes [bottom part of (A)] or upon nuclear architecture disruption (versus controls, at least threefold in three or more contexts) (C). For a full list of the genes, see table S9 (A and H). Un, unaffected; Af, affected kidney. (**B** and **D**) mRNA-FISH (*Gpnmb*) and immunofluorescence (H3K9me2/3) assays in kidneys from DO (B) or LBR-null (D) mice. Note that nuclei with intact heterochromatin (white triangles; Het^+^) rarely misexpress nerve-specific CGI^−^ gene (*Gpnmb*). White dotted lines indicate the boundaries of renal tubules. Error bars indicate SD of four replicates. (**E**) Age-associated increase in transcriptional noise (table S10). DRG, dorsal root ganglion; HSC, hematopoietic stem cell. *P < 0.05; **P < 0.01; ***P < 0.001; and not significant (n.s.), *P* ≥ 0.05. DAPI, 4′,6-diamidino-2-phenylindole.

Recent studies using single-cell RNA-seq have indicated that aging increases cell-to-cell transcriptional variability (“transcriptional noise”), which leads to loss of cellular identity and impaired tissue homeostasis (*24*, *25*, *27*). To investigate the possible role of CGI status on this transcriptional noise in aging, we performed a meta-analysis of published single-cell RNA-seq data for various types of human and mouse cells (table S10). Consistent with previous reports, the transcriptional noise of all genes generally increased during aging in both human and mouse cells (Fig. 3E). When the data for CGI^+^ or CGI^−^ genes were analyzed separately, transcriptional noise increased significantly during aging only in CGI^−^ genes; transcriptional noise in CGI^+^ genes either did not change or decreased slightly. These findings indicate that the increased transcriptional noise observed in various aged tissues (*24*, *25*, *27*) is driven by dysregulation of CGI^−^ genes rather than CGI^+^ genes.

### CGI^−^ gene misexpression is a major contributor to age-associated secretory phenotypes

Another remarkable degenerative change during aging is uncontrolled secretory phenotype: A variety of aged mammalian cells and tissues [e.g., vascular endothelial cells (*28*), adipose tissues (*29*), bone (*30*), skin (*31*), and muscle (*32*)] express and secrete various extracellular proteins that disrupt intercellular communication and the tissue microenvironment. In particular, senescent cells enriched in aged tissues secrete various proteins that induce chronic inflammation both locally and systemically [known as the senescence-associated secretory phenotype (SASP)] (*33*, *34*). The upstream mechanisms that trigger these age-associated secretory phenotypes remain unknown. We noticed that of the misexpressed CGI^−^ genes that we identified in DO mouse kidneys (Fig. 1), nearly a quarter (23.23%) encoded secreted proteins, whereas only 8.33% of misexpressed CGI^+^ genes did. Moreover, gene association analysis using the Cellular Component sub-ontology of Gene Ontology (GOCC) indicates that the protein products of CGI^+^ and CGI^−^ genes have distinct cellular locations (Fig. 4A): CGI^+^ genes generally encode intracellular proteins, whereas CGI^−^ gene products are enriched for extracellular proteins (*P* = 1.7 × 10^−97^) and plasma membrane–associated proteins (*P* = 2.7 × 10^−90^). This indicates that many CGI^−^ genes encode proteins that pass through the secretory pathway, suggesting that their global up-regulation might result in the secretory phenotypes seen during aging.

**Fig. 4.**
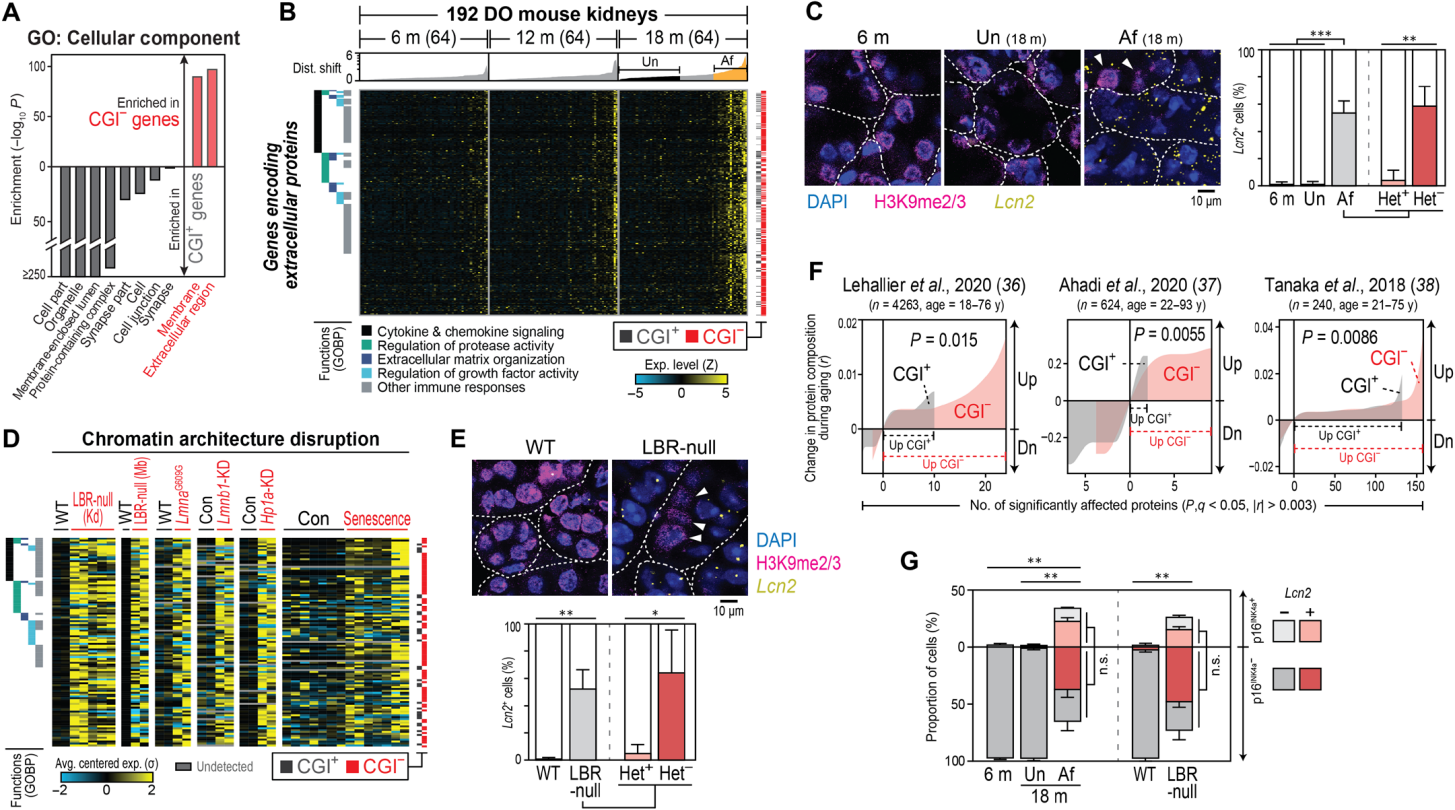
CGI^−^ gene misexpression drives age-associated secretory phenotypes. (**A**) GOCC analysis of all CGI^+/−^ genes. Annotations of CGI^+/−^ genes to depth-1 GOCC (the highest level in the GOCC hierarchy tree) are shown. *P* values were calculated using hypergeometric distributions. (**B** and **D**) Expression of genes encoding extracellular proteins in DO mouse kidneys (B) or upon chromatin architecture disruption (D). Shown are extracellular protein-coding genes that are significantly up/down-regulated in affected kidneys (versus unaffected, FDR < 0.05) (B) or upon nuclear architecture disruption (versus controls, at least threefold in three or more contexts) (D). For a full list of the genes and their curated functions (GOBP, GO Biological Process), see table S5 (A and C). (**C** and **E**) mRNA-FISH (*Lcn2*, a proinflammatory secretory CGI^−^ gene) and immunofluorescence (H3K9me2/3) assays in kidneys from DO (C) or LBR-null (E) mice. White dotted lines indicate the boundaries of renal tubules. Note that nuclei with intact heterochromatin (white triangles; Het^+^) rarely misexpress secretory CGI^−^ gene (*Lcn2*). (**F**) Meta-analysis of published plasma-proteome profiling data. (**G**) Portions of *Lcn2*-expressing cells among cells with and without senescence marker (p16^INK4a^ mRNA) expression. See also fig. S8 for the p16^INK4a^ mRNA and galactosidase β1 (GLB1) immunofluorescence staining. *P < 0.05, **P < 0.01, and ***P < 0.001. All error bars indicate SD of four replicates.

The affected kidneys (Fig. 4B and table S11A) and hearts (fig. S7A and table S11B) of DO mice misexpressed hundreds of genes encoding secreted proteins, and the majority of them were CGI^−^ genes (72.2% in kidneys and 87.63% in hearts). These secreted proteins included cytokines, chemokines, growth factors, proteases, and extracellular matrix components, reminiscent of the mixture of factors secreted in the SASP (*33*, *34*). Tissue staining for mRNA also indicated that renal tubular cells within affected kidneys from DO mice actively transcribed proinflammatory secretory CGI^−^ genes (*Lcn2*, *Cxcl13*, and *Il6*; Fig. 4C and fig. S7, B and C). Without exception, this misexpression of secretory protein-coding genes was recapitulated in cells in which nuclear/chromatin architecture was disrupted and in progeria and cellular senescence (Fig. 4, D and E, and table S11C). Furthermore, kidneys from affected DO mice and LBR-null mice showed signs of local inflammation, including leukocyte infiltration (CD45^+^; fig. S7D) and increased expression of genes encoding markers of inflammation (e.g., *Il1b*, *Il6*, and *Ifng*; table S3A) when compared to controls. These findings indicate that disruption of nuclear architecture and the resulting CGI^−^ gene up-regulation fuel chronic inflammation in aged tissues.

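Among the contexts named here, data from LBR-null kidneys were examined for secretory genes. The 111 genes of extracellular proteins shown in Fig. 4D (Table S11C), which the paper selected partly on LBR-null kidneys, were 2-fold up in 61.3% and 2-fold down in 0.901%, with a median log2 fold change of 0.93 ± 0.31 (SD, n = 3 mice). Of 236 expressed genes of extracellular proteins that the paper found up- or down-regulated in affected DO kidneys (Table S11A, which gives no direction; the readable part of Table S3A gives that of 11 of them, all higher), 69 (29.2%) were 2-fold up and 60 (25.4%) were 2-fold down in LBR-null kidneys. The median of this list was 0.20 in mouse 4001, −0.31 in mouse 4002 and −0.15 in mouse 4007. With the mice averaged before the fold change the median was 0.03, of the opposite sign to the mean over mice, −0.09, and at percentile 0.22 of the random lists matched on expression. The 2 lists share 27 genes. Adjusted over the list alone, limma called 9 of 98 tested genes of the Fig. 4D list, which is not independent evidence from these libraries, and 20 of 196 of the DO list, with 17 genes higher and 44 lower at an unadjusted p under 0.05. Lcn2, on chromosome 2 of mm9 from 32240153 to 32243317, was at 513 ± 200 normalized counts (SD, n = 3 mice) against 227 in WT and higher in every LBR-null library than in both WT libraries (log2 fold change 1.09, standard error 0.48, adjusted p = 0.294 from limma with Benjamini-Hochberg adjustment). Cxcl13, which the paper names for DO kidneys, was at 7.92 ± 2.08 (SD, n = 3) against 15.6 in WT and lower in every LBR-null library (log2 fold change −0.92, standard error 0.57, adjusted p = 0.439 from limma).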

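In LBR-null kidneys, the inflammation genes had few reads. Ifng was at 14.1 ± 4.82 normalized counts (SD, n = 3 mice) against 3.60 in WT and higher in every LBR-null library than in both WT libraries, with a log2 fold change of 1.66 (standard error 0.62, adjusted p = 0.226 from limma). Il1b was at 12.0 ± 5.55 (SD, n = 3) against 9.31 in WT. It was above the WT libraries in mice 4001 and 4007 and below them in mouse 4002 (log2 fold change 0.23, standard error 0.69, adjusted p = 0.894 from limma). Il6 was at 3.85 ± 1.25 (SD, n = 3) against 4.57 in WT, and Tnf at 3.45 ± 1.02 (SD, n = 3) against 3.33, so no difference was detectable at this depth, and both were below the limit of 5 for the test. Ptprc, which encodes CD45 and lies on chromosome 1 of mm9 from 139959438 to 140071882, was at 182 ± 31.6 (SD, n = 3) against 247 in WT. It was lower in every LBR-null library than in both WT libraries (log2 fold change −0.45, standard error 0.34, adjusted p = 0.517 from limma). Over the 11 tested genes of those the paper names, limma called 0 adjusted over the list alone, with 1 gene higher and 0 lower at an unadjusted p under 0.05. For 11 macrophage genes fixed in advance, the median log2 change against WT was −0.76 ± 0.19 (SD, n = 3). For 8 neutrophil genes it was 3.30 ± 0.88 (SD, n = 3), among them S100a8 at 513 ± 377 (SD, n = 3) against 50.1 in WT and S100a9 at 433 ± 402 (SD, n = 3) against 8.23.

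**Figure D4:**
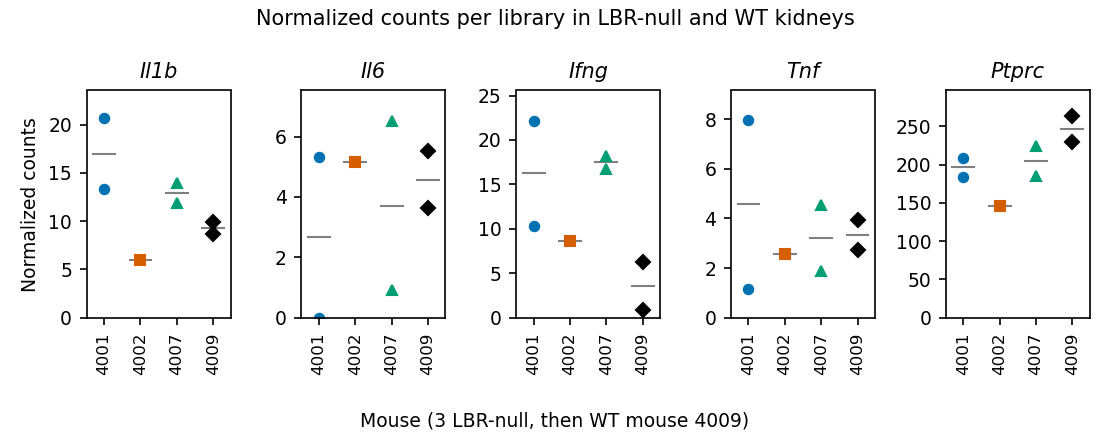
Normalized counts (vertical axis) of Il1b, Il6, Ifng, Tnf and Ptprc in each library of LBR-null mice 4001, 4002 and 4007 and of WT mouse 4009 (horizontal axis); grey lines are the means of mice. Ifng lies above both WT libraries and Ptprc below them in the 5 LBR-null libraries.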

Our conclusions from the transcriptome analysis are also supported at the protein level. Large proportions of the recently profiled SASP proteins (*35*) are the products of CGI^−^ genes that are misexpressed in aged kidney and heart tissue from DO mice and upon disruption of nuclear/chromatin architecture (fig. S7E). Furthermore, meta-analysis of published plasma proteome data (*36*–*38*) revealed that most proteins whose levels increase in aged plasma are encoded by CGI^−^ genes (Fig. 4F). Recent reports have demonstrated that aged plasma can cause systemic inflammation and physiological deterioration of the entire body (*39*–*41*). Thus, our finding suggests that CGI^−^ gene misexpression in aged organs not only induces local effects but may also exert systemic detrimental effects. This is consistent with our data showing that levels of CGI^−^ gene misexpression in DO mouse kidneys correlate positively with those in hearts (fig. S7F). Together, our findings indicate that disruption of nuclear/chromatin architecture and resulting CGI^−^ gene misexpression during aging promote secretory phenotypes that locally and systemically fuel chronic inflammation and physiological deterioration.

Again, aged tissues have a larger proportion of senescent cells than young tissues. We thus tested whether CGI^−^ gene misexpression is a specific property of senescent cells or whether this occurs more generally in the cells of aged tissues regardless of their state of senescence. We stained kidneys from DO mice for two markers of cellular senescence: p16^INK4a^ mRNA and GLB1 protein (galactosidase β1, also known as senescence-associated β-gal). Affected DO mouse kidneys were significantly enriched with cells expressing these senescence markers (Fig. 4G and fig. S8). Misexpression of CGI^−^ genes was widespread in the kidney tubular cells, however, regardless of whether the cells expressed senescence markers (*P* > 0.2 in all cases). Instead, it coincided more significantly with the loss of heterochromatin marks (Figs. 3, B and D, and 4, C and E; *P* < 0.04 in all cases). This suggests that misexpression of CGI^−^ genes encoding secreted proteins during aging is due primarily to heterochromatin decondensation rather than to cellular senescence.

### CGI^−^ gene misexpression is a shared trait of mammalian aging and age-associated diseases

To expand our findings, we tested whether misexpression of CGI^−^ genes is a feature of other aged tissues. We analyzed published, high-quality RNA-seq data from various normal young (10 to 30 years in human and 1 to 6 months in mouse) and old (≥50 years in human and ≥12 months in mouse) tissues (*n* = 1193; table S12; see Materials and Methods). We found significant up-regulation of CGI^−^ genes in many aged tissues, including brain, heart, muscle, and kidney from humans and mice, compared to the equivalent young tissues, irrespective of the sex of the animal or the germ layer origin of the tissue (Fig. 5A). Some tissues did not show CGI^−^ gene misexpression upon aging, however (Fig. 5B and fig. S9A); these included cells/tissues with a high turnover rate, which continually regenerate throughout life to replace dead or damaged cells, such as blood cells, skin, and olfactory and intestinal epithelial cells (*42*–*46*). These findings indicate that CGI^−^ gene misexpression occurs most commonly in aged cells within nonregenerative tissues rather than in those within regenerative tissues. Nevertheless, it is evident that global misexpression of CGI^−^ genes is a common feature across a wide variety of aged tissues.

**Fig. 5.**
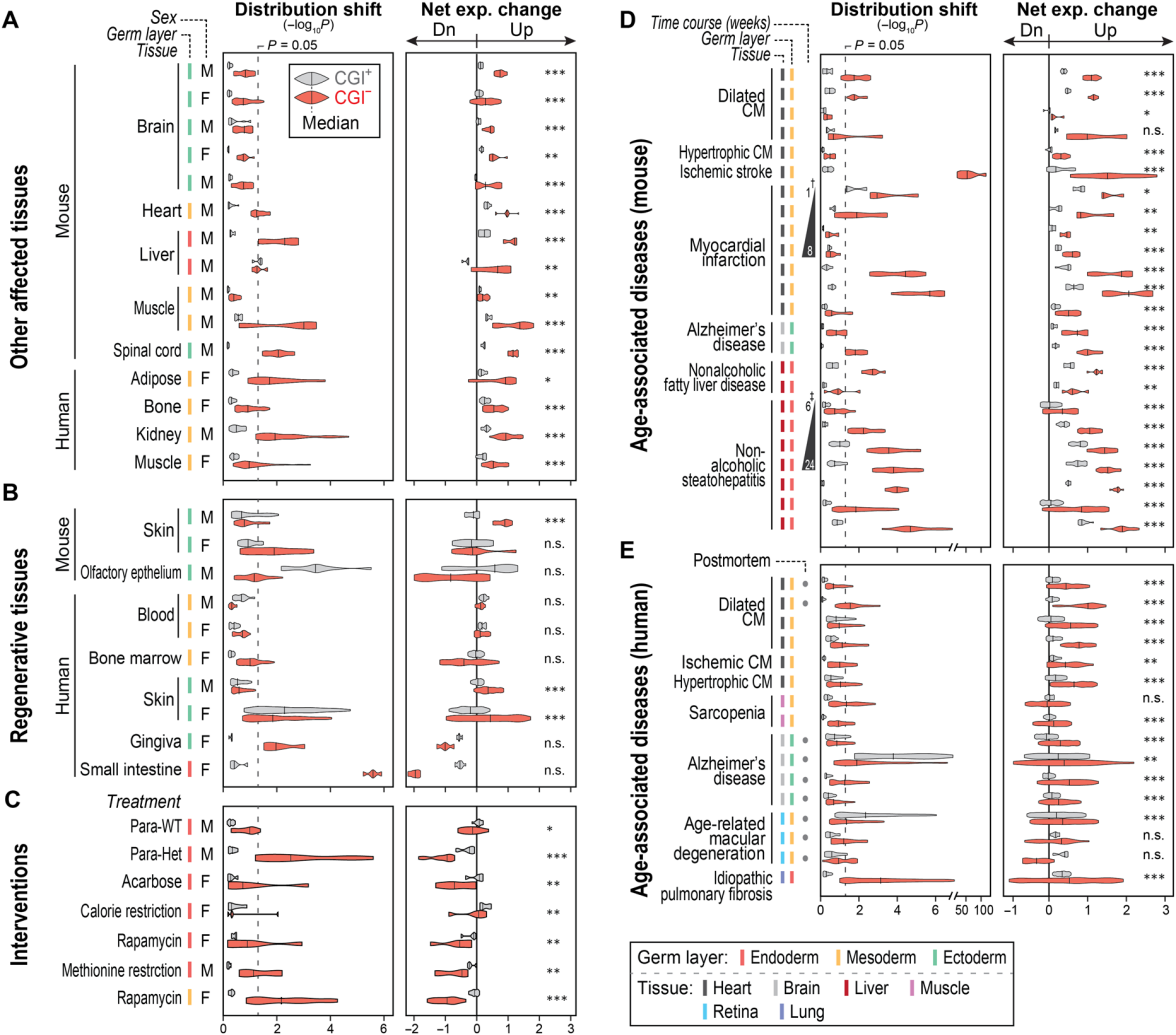
CGI^−^ gene misexpression is a common feature of aging and age-associated diseases. (**A** to **E**) Distribution shift and net expression change of CGI^+/−^ genes are shown in other age-affected tissues (A), in regenerative tissues (B), upon anti-aging interventions (C), and in age-associated diseases in mouse (D) and human (E). All RNA-seq datasets used in these figures are listed in table S12. †Note that severe CGI^−^ gene misexpression upon the surgery (at 3 months of age) was gradually ameliorated over the recovery period. ‡The level of CGI^−^ gene misexpression gradually increased along with disease progression (mediated by continued high fat diet). CM, cardiomyopathy; Para-WT or Para-Het, parabiosis of old mouse and WT young or mesencephalic astrocyte–derived neurotrophic factor–heterozygous young mouse, respectively. *P < 0.05; **P < 0.01; ***P < 0.001; and n.s., *P* ≥ 0.05.

To investigate whether anti-aging interventions might modulate CGI^−^ gene misexpression during aging, we analyzed RNA-seq data generated upon interventions such as treatment with acarbose or rapamycin, caloric restriction, and heterochronic parabiosis (table S12). These interventions suppressed expression of CGI^−^ genes in aged mice (Fig. 5C and fig. S9, B and C), especially for those genes that are misexpressed upon disruption of nuclear architecture and during aging (fig. S10A). These data suggest that age-associated CGI^−^ gene misexpression might serve as a novel biomarker to aid in the development of therapeutic strategies to ameliorate or delay age-associated degenerative changes.

Our data from DO mice indicated that CGI^−^ gene misexpression is linked with kidney failure (Fig. 1E). To investigate further the possible link between CGI^−^ gene regulation and age-related diseases, we performed a large-scale meta-analysis of published RNA-seq data from well-defined, noncancerous, age-associated diseases (*n* = 13,673; table S12) (*47*, *48*). CGI^−^ genes were severely misexpressed in tissues from patients with various age-associated diseases (i.e., myocardial, neurodegenerative, hepatic, and macular diseases) when compared to age-matched healthy controls (Fig. 5, D and E). Genes up-regulated in these age-associated diseases significantly overlapped with those misexpressed during normative aging or upon disruption of chromatin architecture (fig. S10A), and most of these were CGI^−^ genes in euchromatic domains (cEu and Eu-Het; fig. S10B). This indicates that these CGI^−^ genes were probably misexpressed in age-associated diseases for the same reason as in normative aging, i.e., due to disrupted nuclear/chromatin architecture. Together, our integrative analyses demonstrate that CGI^−^ gene up-regulation is a fundamental trait of mammalian aging, and its gradual progression may ultimately give rise to diseases associated with aging.

## DISCUSSION

Disruption of the nuclear lamina and associated heterochromatin has been described in various normal and pathological forms of aging for many years, yet its impact on gene expression and age-associated degenerative changes has remained unclear. In this study, we tested our hypothesis that the disruption of the nuclear lamina and associated heterochromatin seen during aging specifically affects the transcriptional homeostasis of genes that lack CGIs (CGI^−^ genes), which generally associate with heterochromatin at the nuclear periphery. We show that, indeed, this is the case: in humans and mouse models, global up-regulation of CGI^−^ gene expression is a hallmark of normal and pathological aging. CGI^−^ gene misexpression plays a central role in age-associated degenerative changes by penetrating and interconnecting previously established hallmarks of aging (*49*): Disruption of nuclear architecture and epigenetic alterations in aged or senescent cells are tightly associated with CGI^−^ gene up-regulation, which, in turn, disturbs intercellular communication. Moreover, CGI^−^ gene misexpression provides insights into the underlying molecular mechanisms of various phenomena observed in aged cells, including global loss of functional identity and increased transcriptional noise. In particular, a large fraction of the misexpressed CGI^−^ genes encode secreted proteins, many of which are associated with the SASP; aged kidneys and hearts from DO mice, mouse models with disrupted nuclear architectures, and progeria and senescent cells express proinflammatory secretory CGI^−^ genes, and most proteins whose levels increase in aged plasma are encoded by CGI^−^ genes. Together, our findings suggest that disorganization of the nuclear periphery in aged cells results in misexpression of CGI^−^ genes that are a direct source of systemic inflammatory mediators associated with aging.

Another remarkable observation here is that genes lacking CGIs, especially those within specific domains of chromosomes (cEu and Eu-Het), are recurrently misexpressed during aging. One question that naturally arises is how euchromatic CGI^−^ genes are up-regulated upon loss of heterochromatin. Significantly higher heterochromatin signals at CGI^−^ genes within these broad euchromatic domains (cEu and Eu-Het) than at CGI^+^ genes within the same domains (figs. S3 and S4) indicate that these genes are still regulated by heterochromatin despite exhibiting weaker heterochromatin association compared to those in broadly heterochromatin forming CGI^−^ genes (i.e., within cHet domains). This is supported by prior studies demonstrating that local heterochromatin formation within euchromatic domains can suppress expression of surrounding genes [e.g., “local heterochromatin” (*50*), “restricted heterochromatin” (*51*), or “focal heterochromatin” (*52*, *53*)] and that up-regulated CGI^−^ genes located within euchromatic domains, such as inflammatory genes *Tnf* and *Il6*, are regulated by heterochromatin formation (*54*, *55*). Our counterintuitive observation also explains, at least in part, why heterochromatin decondensation during aging has not been clearly linked with gene expression changes in prior studies (*56*, *57*).

The distribution of genes along with chromosomes is not random but rather optimized for precise gene regulation and function (*9*, *58*). CGI^−^ genes in euchromatic domains (i.e., cEu and Eu-Het) that are frequently misexpressed in nonimmune cells such as kidney tubular cells (fig. S7C) are generally enriched with secretory factors (fig. S10C) involved in the innate immune response (fig. S10D; see also table S7B). In alignment with recent studies showing that nonimmune cells obtain immune cell-like characteristics during aging (*59*, *60*), our results suggest that these genes may have evolved to acquire chromosome positions that enable rapid and simultaneous activation upon injury or infection to recruit immune cells (i.e., normal inflammation). From this perspective, our data can be interpreted in another way: Under normal conditions, heterochromatin safeguards against misexpression of inflammatory CGI^−^ genes located in euchromatic domains, whereas in aging, nuclear architecture disruption and heterochromatin decondensation result in uncontrolled expression of these genes, fueling the chronic inflammation during aging known as inflammaging.

Note that various age-associated diseases feature CGI^−^ gene misexpression, suggesting that age-associated CGI^−^ gene misexpression may serve as a valuable, novel biomarker of physiological aging. Further study to clarify the direct link between dysregulation of CGI^−^ genes and age-associated disease should yield greater insight into the pathogenesis of those diseases and identify potential therapeutic targets for delaying or ameliorating age-associated degenerative changes.

## MATERIALS AND METHODS

### Animals and sample collection

DO mice across three age groups were prepared as previously described (*12*, *13*). Briefly, an initial cohort consisting of 600 DO mice (300 males and 300 females) were bred at the Jackson Laboratory (stock number 009376) across five breeding waves (representing generations 8 to 12). Subsequently, 100 males and 100 females were randomly assigned to each of three groups at 6, 12, and 18 months of age. In this study, 192 mice were randomly selected with approximately equal representation of both sexes and age groups for sample collection (64 mice for each age group; female/male = 34/30 in 6-month group, 32/32 in 12-month group, and 30/34 in 18-month group).

Heterozygous LBR-null mice were recovered from cryopreservation at the Jackson Laboratory (C57BL/6J-*Lbr*^ic-J^/J; stock number 000529). After breeding and genotyping, three homozygous LBR-null mice (*Lbr*^ic-J/ic-J^) and WT littermates were randomly selected and sacrificed at 4 weeks of age.

All mice were maintained on standard rodent chow diet (5K52, LabDiet) in a pathogen-free animal room with a set temperature ranging from 20° to 22°C and a 12-hour light/12-hour dark cycle. Upon being sacrificed, the right kidneys of both DO and LBR-null mice and total hearts of DO mice were flash-frozen, then pulverized, and aliquoted for RNA and protein extraction. Urine samples of DO mice were collected at the selected ages, and urinary albumin was measured on a chemistry analyzer (Beckman Coulter AU680). The left kidneys were fixed in 4% paraformaldehyde, followed by embedding in paraffin and sectioning in 6-μm sections for tissue imaging. The Jackson Laboratory’s Institutional Animal Care and Use Committee approved all mouse experiments involved in this study (AUS no. 06005 for DO mice and AUS no. 16034 for LBR-null mice).

### RNA isolation and RNA-seq

Kidneys and hearts of DO mice were processed as follows. The pulverized samples were lysed and homogenized in Ambion TRIzol reagent (15596026, Thermo Fisher Scientific). Total RNA was isolated using miRNeasy Mini Kit (217004, QIAGEN) according to the manufacturer’s protocol with the optional deoxyribonuclease digest step. Polyadenylate [poly(A)] + RNA-seq libraries were generated using the TruSeq Stranded mRNA Library Prep Kit v2 (RS-122-2001, Illumina). Libraries were pooled and sequenced 100–base pair (bp) single-end on the HiSeq 2500 (Illumina) using TruSeq SBS Kit v4 reagents (Illumina) at the Jackson Laboratory (Bar Harbor, ME).

The LBR-null kidneys were lysed and homogenized in TRI Reagent (R2050, Zymo Research). TRIzol RNA Miniprep Plus Kit (R2070, Zymo Research) was used to isolate total RNA. Library preparation with poly(A) selection and 150-bp paired-end sequencing on an Illumina HiSeq 2500 were performed by GENEWIZ (South Plainfield, NJ).

### Definition of CGI^+^ and CGI^−^ genes

CGI^+^ and CGI^−^ genes were defined as previously described (*8*–*10*) with minor modifications. Briefly, we combined two methods of CGI annotation to minimize noise: (i) CGIs defined by sequence characteristics [i.e., GC content, ≥50%; length, >200 bp; and CG_observed_/CG_expected_, >0.6; downloaded from the UCSC database (http://genome.ucsc.edu/)] (*61*) and (ii) experimentally validated CGIs identified by CxxC-affinity purification followed by parallel sequencing (*62*). For experimentally validated CGIs, CxxC affinity–purified regions in the sperm, blood, and cerebellum (both in mouse and human) were identified using model-based analysis of ChIP-seq (MACS) 1.4.2 (*63*) with a *P* value cutoff of 1 × 10^−5^, and non–tissue-specific consensus CxxC-domain binding regions were selected and used. Then, genes with transcription start sites (TSS) surrounded by both consensus CxxC binding regions and UCSC-downloaded CGIs (±500 bp) were defined as CGI^+^ genes, while genes not associated with both elements from 500 bp upstream of TSS through the gene body were defined as CGI^−^ genes. All CGI^+^ and CGI^−^ genes used in this study are listed in table S2 for both mouse and human.

### Transcriptome analysis

For DO mice, raw RNA-seq data were aligned as described previously (*12*, *13*). Briefly, Genotyping By RNA-Seq software (https://gbrs.readthedocs.io/en/latest/) was used to align RNA-seq reads and to reconstruct the individual haplotypes of DO mice, and total expression levels were measured using Expectation-Maximization algorithm for Allele Specific Expression (*64*). Raw LBR-null kidney RNA-seq reads (FASTQ) were aligned to the mouse genome (mm9, NCBI Build 37) using STAR 2.6.0 (*65*). Sequencing data for each LBR-null mouse sample with aligned read counts ≥2 × 10^7^ were used. The read count data from both experiments were normalized, and statistical tests were performed to determine differentially expressed genes (adjusted *P* value using Benjamini-Hochberg method, <0.05 and fold change, ≥2) using DESeq2 1.25.1 (*66*).

For meta-analyses of RNA-seq, all available RNA-seq data deposited in the Gene Expression Omnibus (GEO) as of 19 March 2020 were included in this study. RNA-seq data were downloaded from NCBI SRA, and FASTQ files were extracted using SRA Toolkit 2.5.5 (https://github.com/ncbi/sra-tools). Sequences were aligned to the mouse (mm9, NCBI Build 37) or human (hg19, GRCh37) genomes using STAR 2.6.0 (*65*), and read counts were normalized using DESeq2 1.25.1 (*66*) as above. Each dataset in our meta-analysis had a variable number of samples, and this resulted in a significant sample number bias while defining differentially expressed genes using DESeq2. To enable fair comparison of differentially expressed genes from each dataset (Figs. 2, 3C, and 4D), genes with ≥2-fold difference in average expression level were determined as differentially expressed genes.

To identify tissue-specific genes, we collected and analyzed 578 poly(A) + RNA-seq data generated from normal adult mouse tissues that we profiled previously (table S8A) (*9*). We used the Human Protein Atlas (*67*) criteria to define tissue-specific genes; genes whose expression levels are fivefold or higher in a specific tissue compared to any other tissues. These tissue-specific genes are listed in table S8B. Tissue-specific genes previously defined by “restricted expression” based on expressed sequence tag profile (“NCBI UniGene”) and those defined by text mining (“InterPro Uptissue”) were downloaded from the DAVID knowledgebase (*68*).

To investigate the age- and disease-associated expression patterns of CGI^+/−^ genes, available human and mouse tissue RNA-seq data generated in aging or related disease contexts were collected from all GEO-deposited RNA-seq data. Noncancerous age-related diseases were defined on the basis of literature reviews (*47*, *48*). The data were filtered to retain only studies satisfying all of the following criteria: (i) data generated from untreated samples (i.e., not treated with chemicals, hormones, cytokines, etc.), (ii) datasets having five or more samples in both the aged or young group, (iii) sequencing data for each sample with raw read counts ≥1 × 10^7^, and (iv) datasets with sex information. To minimize bias, we grouped the data by sex and monitored gene expression changes within each group. Genes on the Y chromosome were excluded in this analysis to avoid possible confounding effects of sex-related differences at the chromosome level. To compare young and old tissue gene expression patterns in human, the data generated from samples with age 10 through 30 years were categorized as “young,” while those with age 50 years or over, as well as postmortem tissue biopsies, were categorized into group “aged.” For mouse, data from 1- to 6-month-old tissues were categorized as young, and data from 12 months old or older were categorized as aged.

### Distribution shift and net expression change

Distribution shift was calculated with Wilcoxon Rank Sum test using “Statistics::Test::WilcoxonRankSum” package in Perl. Figure 1C shows that there is a clear difference in the expression patterns and its directionality between two samples (young versus aged). To geometrically define this difference, we calculated net expression change: We first scaled the data such that the *x* and *y* axes ranged from 0 to 10. Then, the AUC for each sample was calculated separately in the scaled plot, and net expression change was defined as the difference between the AUC values of a given pair of samples (e.g., young versus aged, control versus disease, etc.). Gene expression values were transformed to the log_10_ scale to avoid bias caused by a high random multiplicative error in high expression values. In short, net expression change was calculated using this formula

$$\begin{array}{c} \text{Net}\;\text{expression change}={\text{AUC}}^{\text{Aged}}-{\text{AUC}}^{\text{Young}}\\ =(\frac{\sum_{i=1}^{n}{\text{log}}_{10}{\text{Exp}}_{i}^{\text{Aged}}-\sum_{i=1}^{n}{\text{log}}_{10}{\text{Exp}}_{i}^{\text{Young}}}{n\times {\text{log}}_{10}{\text{Exp}}_{\text{max}}^{\text{Both}}}\;)\times 100 \end{array}$$

where *n* is the total number of genes, ${\text{Exp}}_{i}^{\text{Aged}}$ is the expression level of gene *i* in an aged sample, ${\text{Exp}}_{i}^{\text{Young}}$ is the expression level of gene *i* in a young sample, and Exp^Both^ = [Exp^Aged^, Exp^Young^].

While measuring distribution shift and net expression change, genes expressed in neither aged nor young samples were excluded. To avoid sex-related differences in whole-gene expression, females and males were analyzed separately. Affected and unaffected tissues of DO mice were determined by measuring distribution shift of all genes in each sample (distribution shift, >0.5 and <0.25, respectively) in comparison to the reference expression in the young group (median expression level across all young samples). Meta-analyses of published RNA-seq data were performed using all-pairs testing (*69*) with minor modifications. In detail, distribution shifts and net expression changes were calculated for each pairwise combination of two comparison groups [i.e., young versus aged (Fig. 5, A and B), control versus intervention (Fig. 5C), control versus disease (Fig. 5, D and E), and control versus nuclear architecture disruption (Fig. 2, A and C, and fig. S2D)]. If the mapped read count of one sample exceeds 1.5-fold of the other sample, then that pair was excluded from the further analysis to avoid any bias arising from read-depth differences. The significance of differences in net expression changes of CGI^+^ genes versus those of CGI^−^ genes was measured with one-tailed paired *t* test. Significance of gene set overlap was tested using permutation test (*n* = 1000). Codes for computing distribution shift and net expression change are freely available at https://doi.org/10.5281/zenodo.5579384.

### Hi-C data analysis

All available mouse Hi-C data deposited in NCBI GEO and 4D Nucleome (4DN; www.4dnucleome.org/) were listed on 19 March 2020. We then downloaded mouse Hi-C data generated from young, healthy, nonmeiotic, and nontreated mouse tissues or cells from NCBI SRA and 4DN (191 datasets; listed in table S5A). FASTQ files were extracted with SRA Toolkit 2.5.5 and aligned to mouse genome (mm9, NCBI Build 37) using Bowtie 2.3.2 (*70*). Hi-C analysis tools in Hypergeometric Optimization of Motif Enrichment (HOMER) suite 4.11.1 (*71*) were used for downstream analyses. For PCA, TSSs of housekeeping genes were used as marks for active chromatin (for “–active” option in “runHiCpca.pl” within HOMER). The mouse housekeeping genes were obtained from the Housekeeping and Reference Transcript Atlas (*72*).

To determine constitutively euchromatic (cEu) or heterochromatic (cHet), as well as interconvertible (Eu-Het) domains within the mouse genome, Hi-C data generated from the same cell or tissue types were gathered and only the data with the highest number of aligned reads was selected as the representative Hi-C data for the given cell/tissue type. Using 50-kb resolution, genomic region where at least 95% of cell/tissue types had either positive or negative Hi-C PC1 value was defined as cEu or cHet, respectively. All other regions were defined as Eu-Het, as shown in table S5B. The Y chromosome was excluded in this analysis to avoid any bias originated from sex differences.

### ChIP-seq and DNA adenine methyltransferase identification by high-throughput sequencing data analysis

All mouse ChIP-seq and DamID-seq (DNA adenine methyltransferase identification by high-throughput sequencing) data were listed on 19 March 2020 from NCBI GEO database. Among them, data generated from young, healthy, nonmeiotic, and nontreated mouse tissues were used for the subsequent analyses. FASTQ files were extracted with the SRA Toolkit version 2.5.5.

For ChIP-seq analysis, FASTQ files were aligned to the mouse reference genome (mm9, NCBI Build 37) using Bowtie 2.3.2 (*70*) with default options. Signal-based analyses were performed using duplicate filtered read pileup bedGraph files made from MACS 1.4.2 (*63*) with “–nomodel” and “–nolambda” options. We filtered high-quality H3K9me2/3 ChIP-seq data to exclude data containing high false-positive signals as previously described (*8*–*10*) with some modifications: (i) data with raw read counts ≥1 × 10^7^, (ii) data with ChIP signals detected in at least 99.9% of CGI^+/−^ genes, and (iii) data with the signal-to-noise ratio >0.01. Briefly, this ratio was computed from the bedGraph files for each ChIP-seq data using the following equation

$$\begin{array}{c} \text{Signal to noise ratio}=\\ \frac{\text{AUC}\;\text{of ChIP signals within peak regions}}{\text{AUC}\;\text{of ChIP signals outside of peak regions}} \end{array}$$

A total of 208 H3K9me2/3 ChIP-seq data met those criteria and were used in this study (table S6A). For DamID-seq analysis, the LADetector (version 8122016) (*73*) pipeline was used with default options (see table S6B for a full list of data). High-quality DamID-seq data with mapped read counts ≥1 × 10^7^ were used for downstream analyses. The Y chromosome was excluded in both ChIP-seq and DamID-seq analysis to avoid any bias originated from sex differences.

### Analysis of TF binding motifs

The number of known DNA motifs in the TSS-flanking region of each gene and its significance were measured using Analysis of Motif Enrichment 5.0.4 tool within the Multiple Expectation maximization for Motif Elicitation suite (*74*) with default parameters. False-positive motifs were excluded, and motifs with false discovery rate <0.05 were considered as significantly enriched motifs compared to other regions. The database of known motifs was downloaded from the HOMER Motif Database (“HOMER Known Motifs”) (*71*).

### GO analysis

To analyze cellular localization of gene products, GOCC terms at the first depth (the highest level in the hierarchy tree of GOCC) and its associated gene lists were obtained from Mouse Genome Informatics (www.informatics.jax.org/vocab/gene_ontology). For functional classification of genes, GOBP data were downloaded from BioMart of the Ensembl genome database (http://useast.ensembl.org/biomart/martview). Enrichment of CGI^+/−^ genes in GO terms was calculated using the hypergeometric distribution as we previously described (*8*–*10*). GO terms with *P* < 10^−6^ were determined as significantly enriched/depleted terms.

### Single-cell RNA-seq data analysis

We downloaded single-cell RNA-seq data from NCBI SRA along with author-provided read count tables from the NCBI GEO website (table S10). Cells with the detected genes <1000 or the read count number <1 × 10^5^ were not used for further analysis. We also excluded those if the number of individuals in each group is under 10. We used the age criteria that the original authors defined in their studies.

Transcriptional noise was determined as Enge *et al.* (*25*) previously described. Briefly, transcript counts were normalized into log-transformed counts per million (CPM), and the transcriptional noise was calculated with the following formula

Transcriptional noise = (1 – cor(*X_i_*, *Y*)) × 100

where cor is the Pearson correlation coefficient, *X_i_* is CPM of sample *i*, and *Y* is the average CPM of young samples.

### Western blotting

Right kidneys of DO mice and LBR-null mice were homogenized in T-PER Tissue Protein Extraction Reagent (78510, Thermo Fisher Scientific) with Pierce Protease Inhibitor Mini Tablets, EDTA-Free (A32953, Thermo Fisher Scientific). The tissue lysates were then centrifuged at 20,000*g* for 15 min, and the supernatant was collected, subjected to SDS–polyacrylamide gel electrophoresis, and transferred to a polyvinylidene difluoride membrane (GE Healthcare). Membranes were blocked with 3% bovine serum albumin (BSA) in tris-buffered saline containing 0.05% Tween 20 (TBST) at room temperature for 1 hour. Primary antibodies diluted in TBST were treated and incubated at 4°C overnight with the following conditions: rabbit anti-H3K9me2 (1:500; 07-441, Sigma-Aldrich), goat anti-HP1α (1:500; ab77256, Abcam), rabbit anti-H3K9me3 (1:1000; 49-1008, Thermo Fisher Scientific), and chicken anti–α-tubulin (1:3000; SAB3500023, Sigma-Aldrich). After washing with TBST, the membrane was incubated with species-specific horseradish peroxidase–conjugated secondary antibodies (1:10,000; Thermo Fisher Scientific) at room temperature for 1 hour. The signals were developed with the Pierce ECL chemiluminescent (Thermo Fisher Scientific) for 1 min.

### Immunofluorescence staining and mRNA/DNA-FISH

For immunofluorescence assays using paraffin-embedded tissues, tissue sections were rehydrated with xylene and ethanol. Antigen retrieval was conducted with incubation at 98°C for 30 min in citrate buffer [10 mM citric acid and 0.05% Tween 20 (pH 6.0)]. The sections were washed in phosphate-buffered saline (PBS); blocked with 5% BSA and 0.04% Triton X-100 in PBS for 1 hour; and stained with rabbit anti–Lamin B1 (1:100; ab133741, Abcam), mouse anti-LBR (1:100; ab232731, Abcam), rabbit anti-H3K4me3 (1:300; ab213224, Abcam), rabbit anti-H3K27me3 (1:300; 9733S, Cell Signaling Technology), and mouse anti-H3K9me2/3 (1:100; 5327S, Cell Signaling Technology) antibodies in PBS supplemented with 0.5% BSA and 0.04% Triton X-100 at 4°C overnight. After washing with PBS, the tissue sections were incubated with Alexa Fluor 488 (A-21206, Invitrogen), Alexa Fluor 594 (A-11005, Invitrogen), or Alexa Fluor 647 (A-31573, Invitrogen) antibodies (1:200 dilution) in PBS supplemented with 0.5% BSA and 0.04% Triton X-100 and counterstained with 4′,6-diamidino-2-phenylindole (DAPI; 10 μg/ml; 62248, Thermo Scientific). For actin cytoskeleton staining, Phalloidin Conjugates CF488A (1:40; 00042-T, Biotium) was applied after DAPI staining.

mRNA-FISH was performed on paraffin-embedded tissues using the RNAscope Multiplex Fluorescent Reagent Kit v2 (323100, Advanced Cell Diagnostics) and probes produced by the same manufacturer (RNAscope probe-Mm-Gpnmb-C3, 489511-C3; RNAscope probe-Mm-Lcn2-C3, 313971-C3; RNAscope Probe-Mm-Csn3-C2, 520671-C2; RNAscope probe-Mm-Krt20, 402301; RNAscope probe-Mm-Cxcl13, 406311; RNAscope Probe-Mm-Il6, 315891; and RNAscope Probe-Mm-Cdkn2a-tv2-C2, 447491-C2). Transcripts were detected following the manufacturer’s protocol (“Manual Fluorescent Assay on Formalin-fixed, Paraffin-embedded Samples”). According to the manufacturer’s recommendation, we used Opal 570 and Opal 690 (FP1488001KT and FP1497001KT, respectively, Akoya Biosciences) as fluorophores. When immunostaining and mRNA-FISH were combined, mRNA-FISH was performed following the protocol with the exception of the DAPI staining step. Tissue sections were then washed with PBS, and immunostaining was performed from the blocking step.

DNA-FISH was performed on paraffin-embedded tissues using the Oligopaint technique (*75*) with some modifications as previously described (*9*). Fluorescence-labeled FISH probe library was designed as single-stranded DNA 32-mers (ATTO-550) and synthesized by Arbor Bioscience (myTags Immortal probe libraries): A total of 19,722 oligos were prepared to detect eight loci harboring CGI^−^ genes that are up-regulated in affected kidneys [2465.25 ± 385.96 probes per locus; chr1:134450001–134620001 (*Nfasc*), chr1:139940001–140090001 (*Ptprc*), chr3:135700001–136000001 (*Bank1*), chr5:141330001–141490001 (*Card11*), chr10:28370001–28620001 (*Themis*), chr13:36940001–37160001 (*F13a1*), chr14:33760001–34010001 (*Wdfy4* and *Lrrc18*), and chr19:11470001–11690001 (*Ms4a4c*, *Ms4a4b*, *Ms4a6c*, *Gm8369*, *Ms4a6b*, *Ms4a4d*, and *Ms4a6d*)]. Staining was performed with 50-pmol probes in 2× Saline-Sodium Citrate containing Tween 20 (SSCT), 50% formamide, 30% dextran sulfate, and 10 μg of ribonuclease A. After staining, slides were washed and counterstained with DAPI (10 μg/ml; 62248, Thermo Scientific).

For imaging, fixed samples were prepared on slides with no. 1.5 coverslips. All images were collected with Zeiss Axio Imager M2 equipped with Zeiss ApoTome 2 and Plan-Apochromat 20×/0.8 M27 objective [for figs. S1 (I and J), S2 (B and C), and S7C] or Olympus FV1000 confocal on an inverted Olympus IX81 stand equipped with Plan Apochromatic 60×/1.42 numerical aperture oil emersion objective (for the other images). The microscopes were controlled with Zen Pro 3.1 or Olympus FluoView software, respectively. DAPI, Alexa Fluor 488, Alexa Fluor 594/Opal 570, and Alexa Fluor 647/Opal 690 were excited with the 405-nm laser line (50 mW LD), the 473-nm line (15 mW LD), the 559-nm line (15 mW LD), and the 635-nm laser line (20 mW LD), respectively. When using Zeiss Axio Imager M2, 16-bit images were captured with 2048 × 2048 pixel frame size (0.325-μm pixel size in *XY* and 0.5-μm pixel size in *Z*) with optical sectioning using Zeiss ApoTome 2. Using Olympus FluoView 1000, 12-bit images were captured with 1024 × 1024 pixel frame size (0.2-μm pixel size in *XY* and 1-μm pixel size in *Z*) with a frame average of two and with a Z-stack of the thickness of 10 μm.

Minimal image processing was applied before image analysis. Brightness and contrast were adjusted identically for compared image sets, and signal intensity was quantified using ImageJ Fiji 1.53c (https://imagej.net/software/fiji/). To measure signal intensity, the original size images were used with four replicates. To define marker/target expression in the cytosolic region of each cell, nuclear areas were enlarged as previously described (*76*) with minor modifications. Briefly, nuclear areas were selected automatically in the DAPI-stained images. As these selections do not encircle the cytosol, each selection was enlarged by 3 μm to include the cytosolic space using the “Enlarge” function in ImageJ Fiji. Thereafter, the fluorescence intensity within each cell body was measured independently. Markers or transcript signals located further than 3 μm from the nearest DAPI-positive region were excluded to minimize the noise from false-positive annotation. NEMO 1.5.1 (*77*) was used with default options to reconstitute 3D structure of nuclei and to determine localization of DNA-FISH signals. To display the images in the figures, 256 × 256 pixels or 341 × 341 pixels of original images were cropped to provide clear views of nuclei.

### Statistical analysis

Statistical analyses were performed using R software (v3.6.3), unless indicated otherwise in the method section for each analysis. Wilcoxon exact rank sum test was performed for statistical tests using “exactRankTests” package in R, as it is suitable for the data for possibly tied observations (https://cran.r-project.org/web/packages/exactRankTests), unless indicated otherwise in the method section and/or figure legend for each analysis. Figure legends contain replicate information. All data presented met the assumptions of the statistical test used. Box plots show median (line), quartiles (boxes), and range (whiskers). The other data are represented as each data point or mean and SD. Statistical significance is represented in each figure legend.

# Supplementary material for: Misexpression of genes lacking CpG islands drives degenerative changes during aging
**Source:** Sci Adv. 2021 Dec 15;7(51):eabj9111. doi: 10.1126/sciadv.abj9111
**Supplement:** Supplementary file 1 — Figs. S1 to S10 Legends for tables S1 to S12

Supplementary Materials for  
**Misexpression of genes lacking CpG islands drives degenerative changes during aging**

Jun-Yeong Lee, Ian Davis, Elliot H. H. Youth, Jonghwan Kim, Gary Churchill, James Godwin,  
Ron Korstanje, Samuel Beck\*

Published 15 December 2021, *Sci. Adv.* 7, eabj9111 (2021)  
DOI: 10.1126/sciadv.abj9111

**The PDF file includes:**

Figs. S1 to S10  
Legends for tables S1 to S12

**Other Supplementary Material for this manuscript includes the following:**

Tables S1 to S12

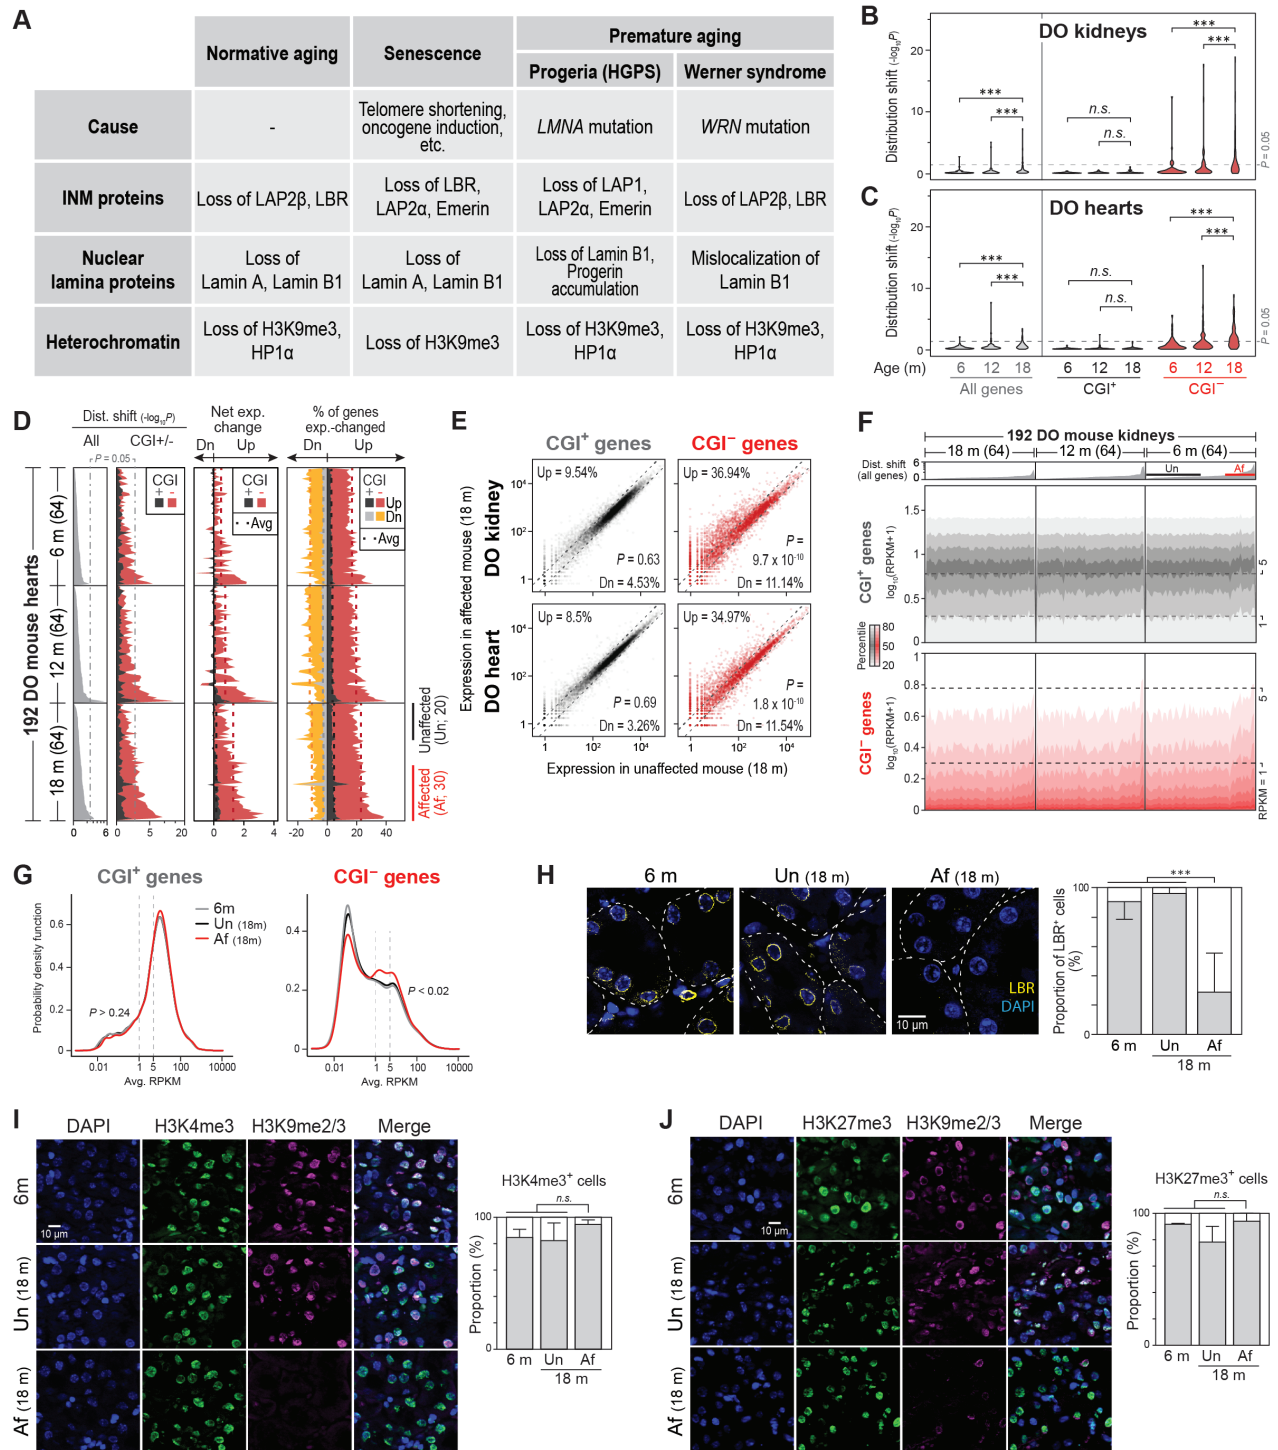

**Fig. S1. Changes in gene expression within DO mice during aging.** (A) Summary of defects in nuclear/chromatin architectures in various aging contexts. For references, see table S1. HGPS, Hutchinson-Gilford progeria syndrome. (B and C) Distribution shift during aging within kidneys (B) and hearts (C) of DO mice. (D) Global gene expression changes in 192 DO mouse hearts. Hearts were sorted by distribution shift of all genes within each age group. (E) Example comparison of CGI<sup>+</sup> and CGI<sup>-</sup> gene expression in kidneys or hearts from unaffected and affected DO mice. Dotted lines indicate 2-fold difference in expression. (F and G) Distribution of

expression level (RPKM) in DO mouse kidneys (**F**) and density plots showing average RPKM in 6 m, unaffected, and affected DO mouse kidneys (**G**). Although CGI<sup>-</sup> genes have relatively low basal expression levels compared to CGI<sup>+</sup> genes, many CGI<sup>-</sup> genes were up-regulated during aging to expression levels that can result in physiological changes (i.e., RPKM > 1 or 5). (**H**) Immunofluorescence images of LBR in DO mouse kidneys. White dotted lines indicate the boundaries of renal tubules. (**I and J**) Immunofluorescence tissue staining combined with RNA-FISH in DO mouse kidneys. H3K4me3 (**I**) or H3K27me3 (**J**) were detected along with H3K9me2/3 and CGI<sup>-</sup> gene *Lcn2* misexpressed upon disruption of chromatin architecture. \*,  $P < 0.05$ ; \*\*,  $P < 0.01$ ; \*\*\*,  $P < 0.001$ ; n.s.,  $P \geq 0.05$ .

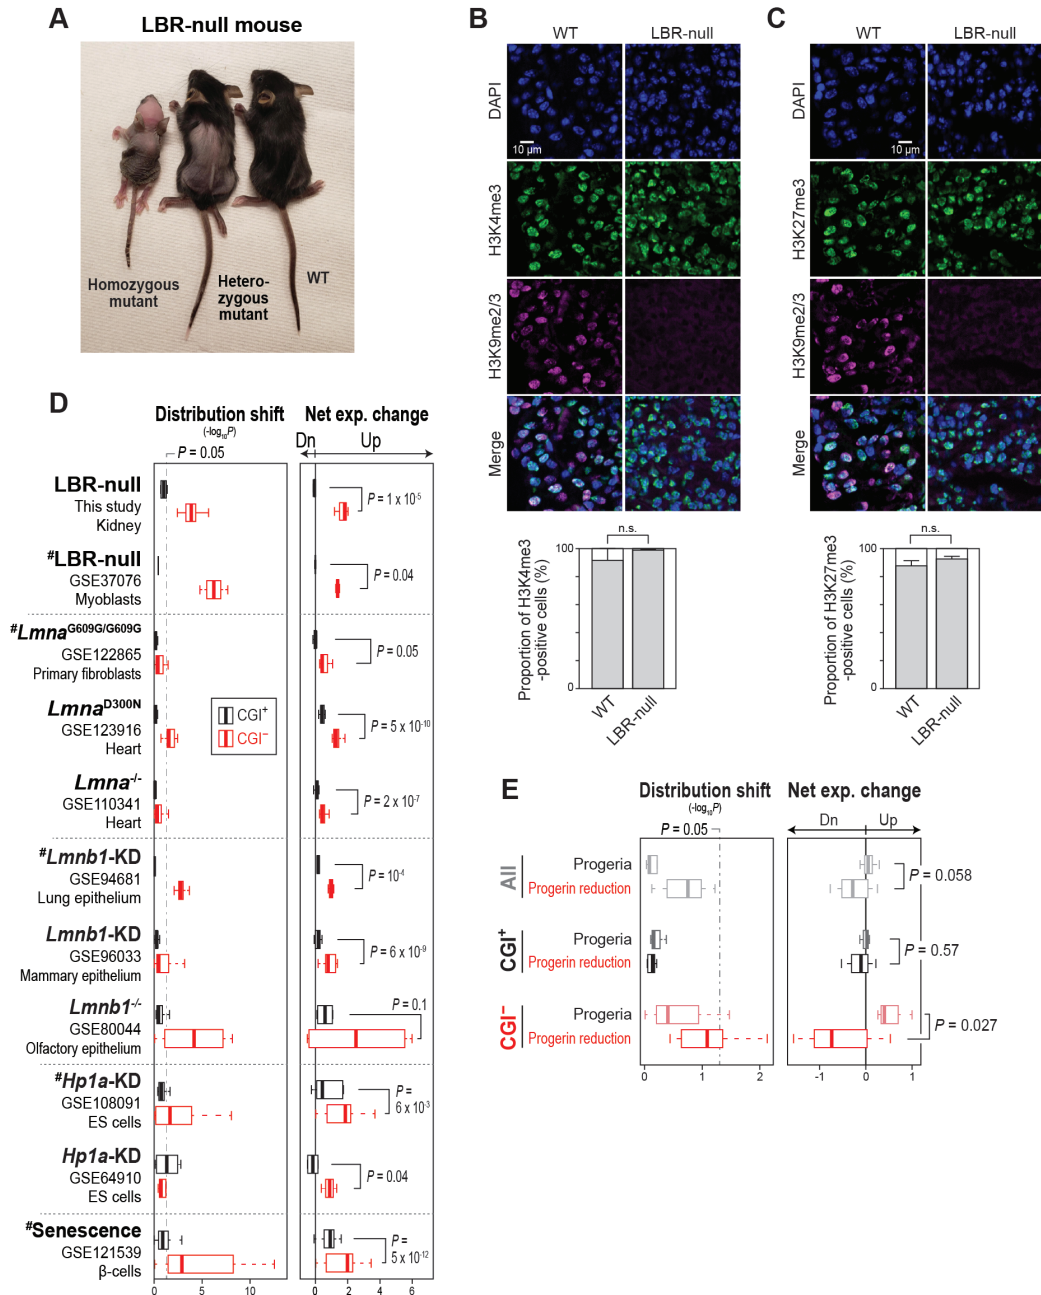

**Fig. S2. Changes in gene expression upon disruption of chromatin architecture.** (A) Homo- and heterozygous LBR-null mice and WT mouse. Note that LBR-null mouse displays sparse fur and smaller body size, both of which are commonly observed in mouse models of premature aging (78). (B and C) Immunofluorescence tissue staining combined with RNA-FISH in LBR-null mouse kidneys. H3K4me3 (B) or H3K27me3 (C) were detected along with H3K9me2/3 and CGI<sup>-</sup> gene *Lcn2* misexpressed upon disruption of chromatin architecture. n.s.,  $P \geq 0.05$ . (D) Distribution shifts (left) and net expression changes (right) upon chromatin architecture disorganization. #A representative dataset shown in Fig. 2. See table S4A for the full list of data. (E) *In vivo* effect of progerin reduction in progeria mice. Distribution shift and net expression change of progeria or progerin-reduced mice were calculated compared to control or progeria mice, respectively. RNA-seq data under accession GSE122865 were reanalyzed (table S4).

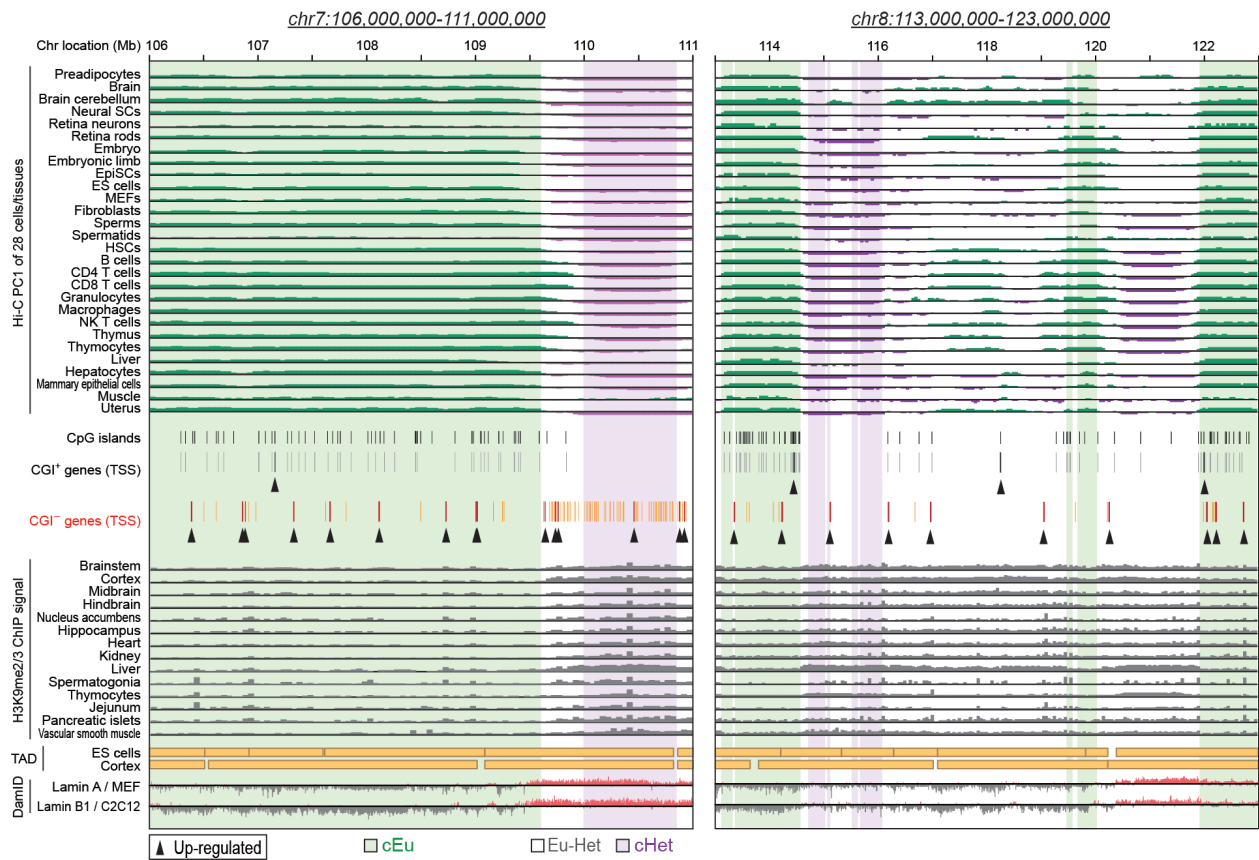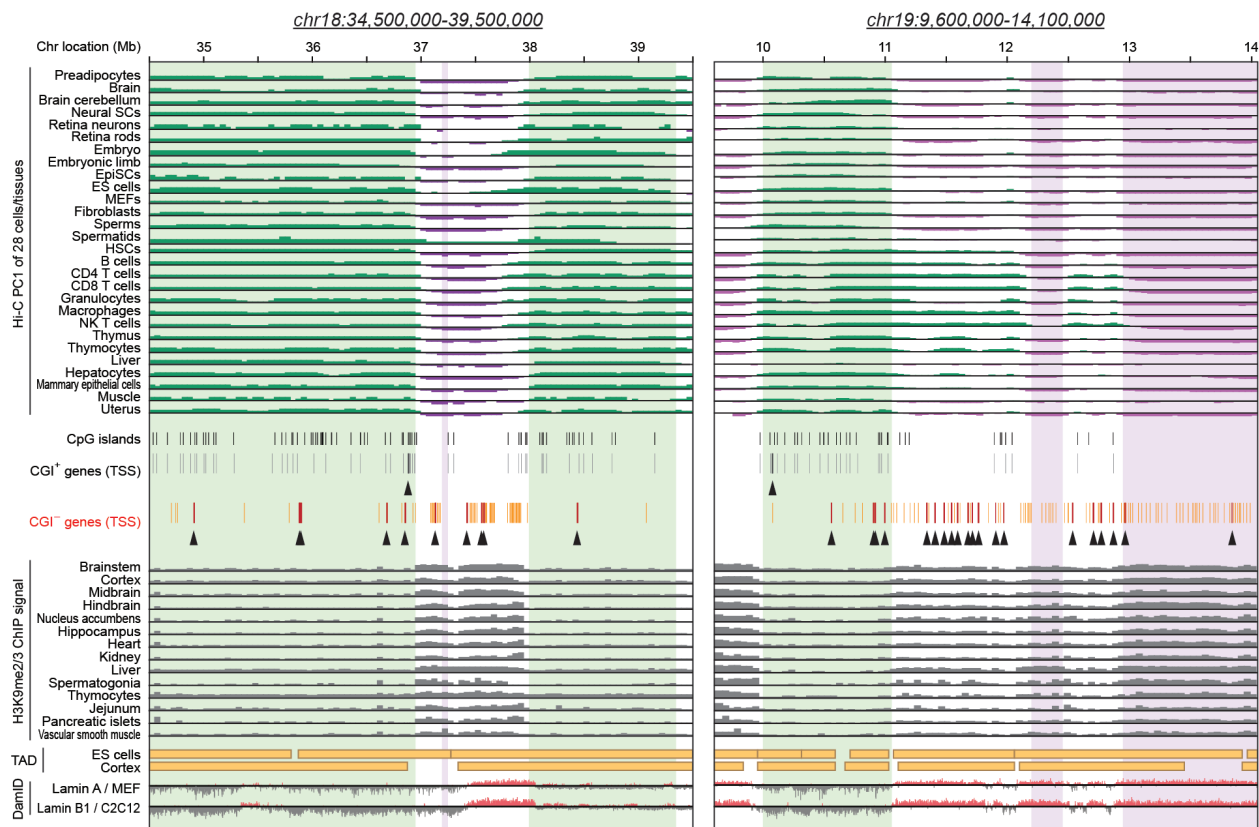

**Fig. S3. Genomic landscapes of misexpressed CGI<sup>+/-</sup> genes across the mouse genome.** Hi-C PC1 values of 28 cell/tissue types are shown in the upper section of each panel. H3K9me2/3 ChIP-seq signals, TADs (topologically associated domains), and DamID-seq signals are shown in the lower parts. CGIs and TSSs of CGI<sup>+/-</sup> genes are indicated by vertical bars.

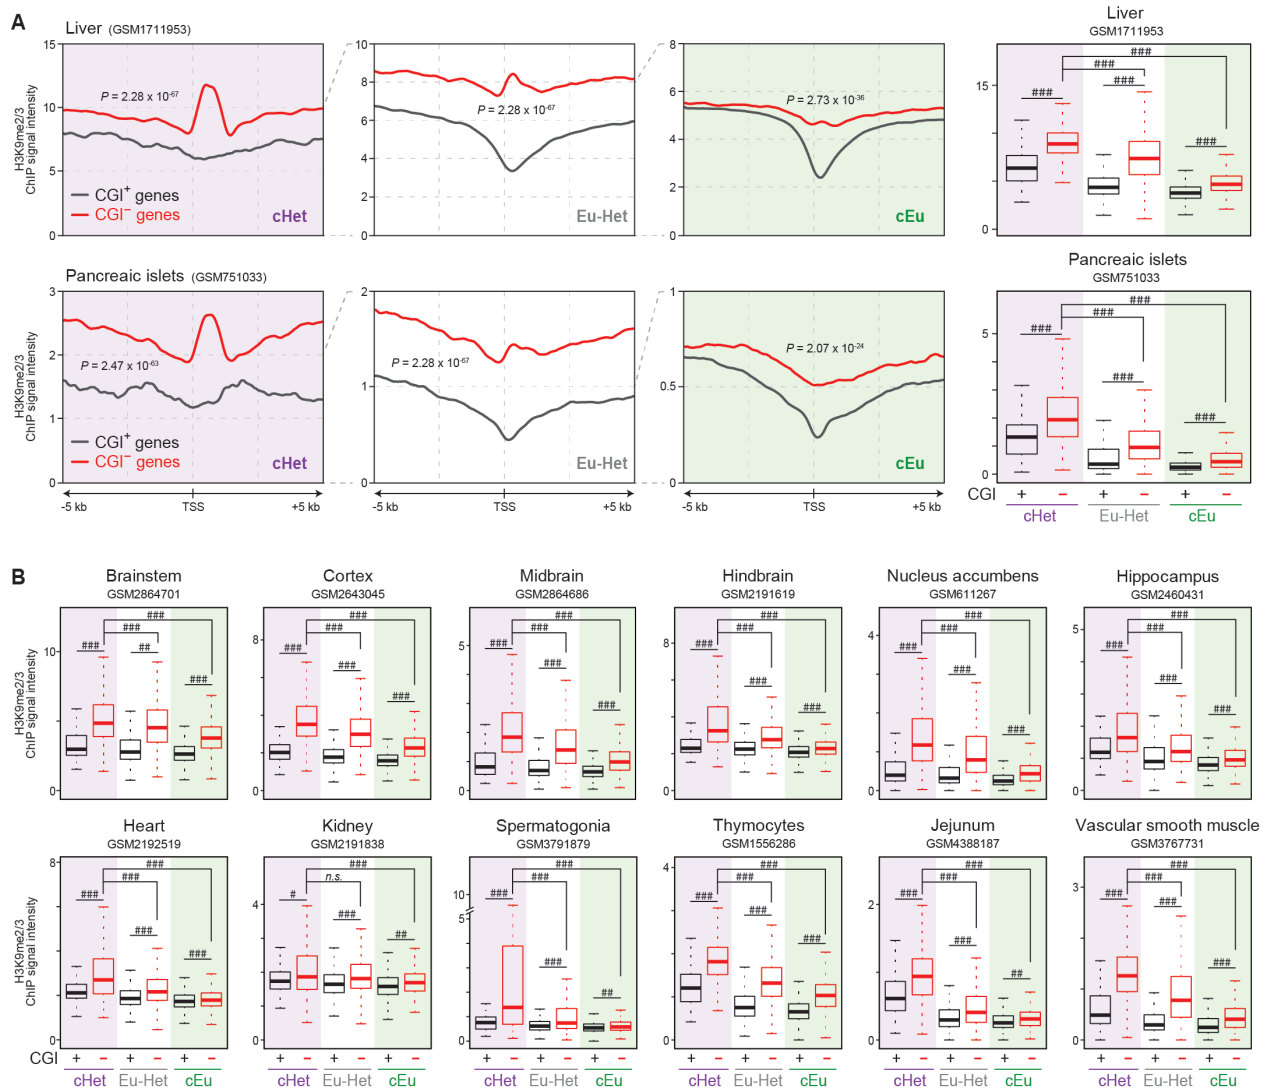

**Fig. S4. Heterochromatin signals near transcription start sites (TSSs) in each chromatin domain. (A)** H3K9me2/3 ChIP signal distributions in 10 kb windows surrounding TSSs in each chromatin domain of young liver and pancreatic islets (left) and their average signals within 2 kb-surrounding regions (right). **(B)** Average H3K9me2/3 ChIP signals within 2 kb surrounding regions of TSSs in various normal young adult mouse tissues. ChIP-seq data used in this analysis are listed in table S6.

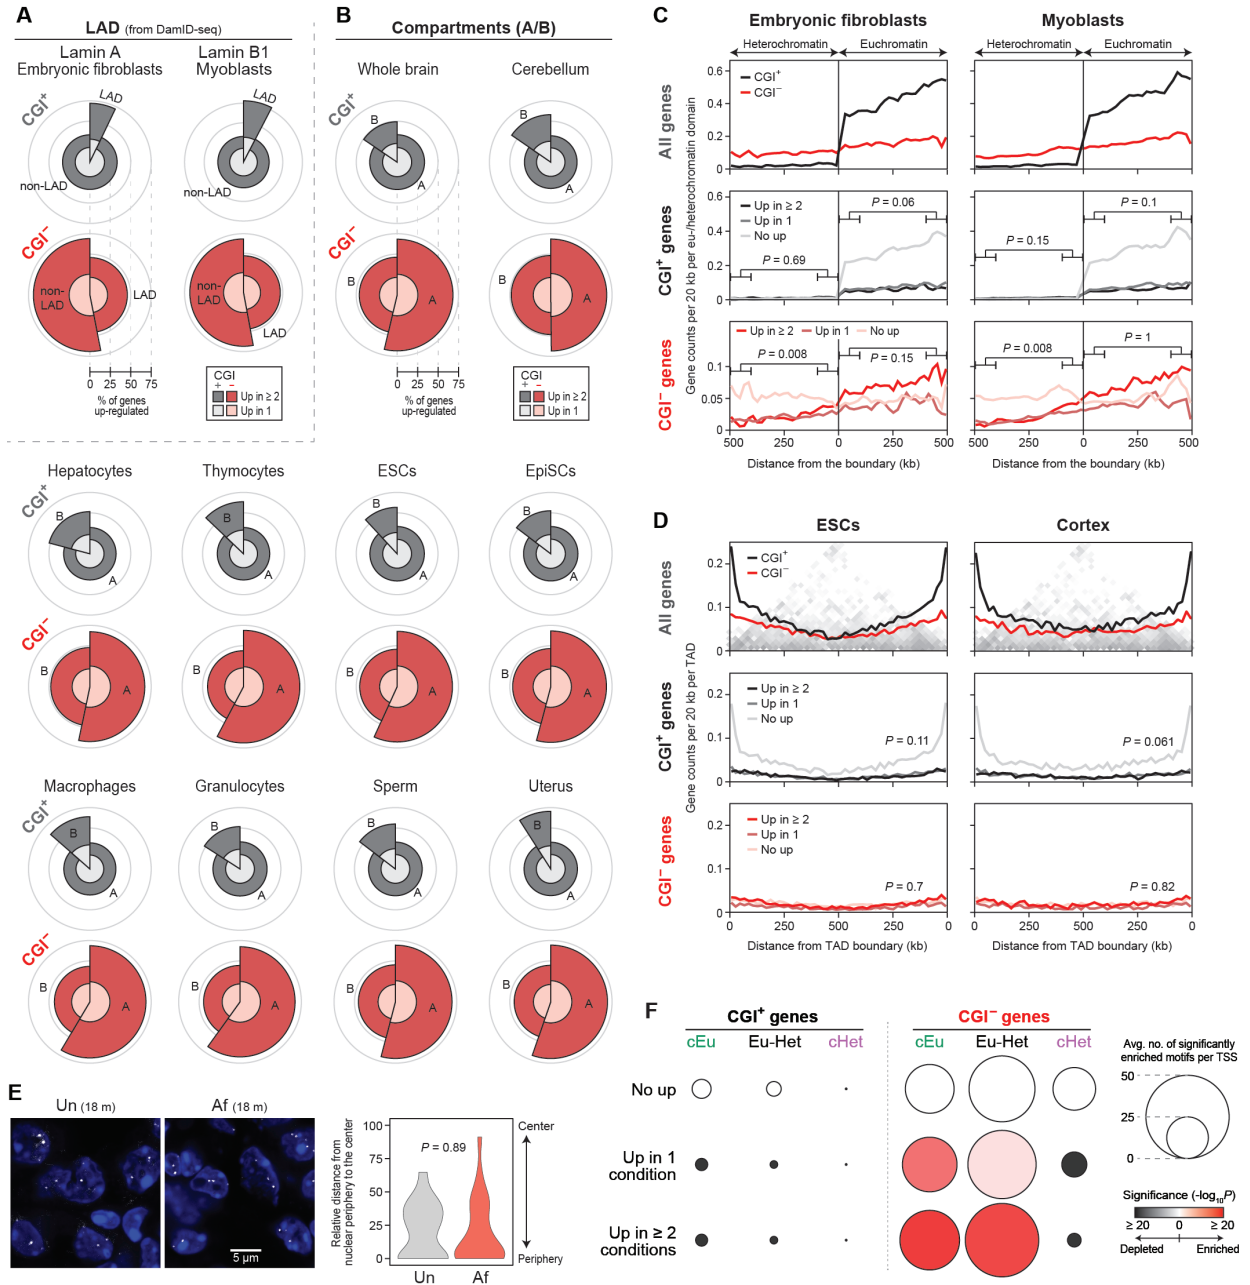

**Fig. S5. Chromatin architecture context of CGI<sup>-</sup> gene misexpression. (A and B)** Proportion of genes within LADs/non-LADs (A) or compartment A/B (B) that are up-regulated upon disruption of chromatin architecture. LADs were defined by nuclear lamina (Lamin A or Lamin B1) DamID-seq. (C) Distance of genes from eu-/heterochromatin boundary. Note that up-regulated CGI<sup>-</sup> genes within heterochromatic domains were more abundant at the boundary (i.e., near euchromatin) rather than at the center (bottom left of both data). Within euchromatic domains, proportions of up-regulated CGI<sup>-</sup> genes near the boundary and center were not significantly different. Eu-/heterochromatin were determined using LAD maps. (D) Distance of genes from TAD boundary. Distribution of CGI<sup>-</sup> genes are relatively even across TADs, while CGI<sup>+</sup> genes are significantly enriched near TAD boundaries. However, frequencies of misexpression were not significantly affected by TAD structures for either CGI<sup>+</sup> or CGI<sup>-</sup> genes.

Publicly available TAD maps were used (79). *P*-values were calculated by comparing the proportion of genes in each 20 kb window. **(E)** Localization of multiple CGI<sup>-</sup> genes misexpressed in affected DO mouse kidneys. 3D-FISH was performed to determine gene localization and distance from the periphery to the center. The relative nuclear location of these genes did not change significantly during aging. **(F)** Enrichment of transcription factor (TF)-binding motifs in CGI<sup>+/-</sup> genes. The number of known TF-binding motifs in a 500 bp-region surrounding the TSS of each gene are shown. Across the eight conditions shown in Fig. 2D, genes not up-regulated in any conditions (“No up”), up-regulated in only one condition (“Up in 1”), or recurrently up-regulated in two or more conditions (“Up in ≥ 2”) are shown. Significance was calculated using hypergeometric distribution compared to the “No up”. See also table S7 for the detail. #, *P* < 0.05; ##, *P* < 10<sup>-5</sup>; ###, *P* < 10<sup>-15</sup>; n.s., *P* ≥ 0.05.

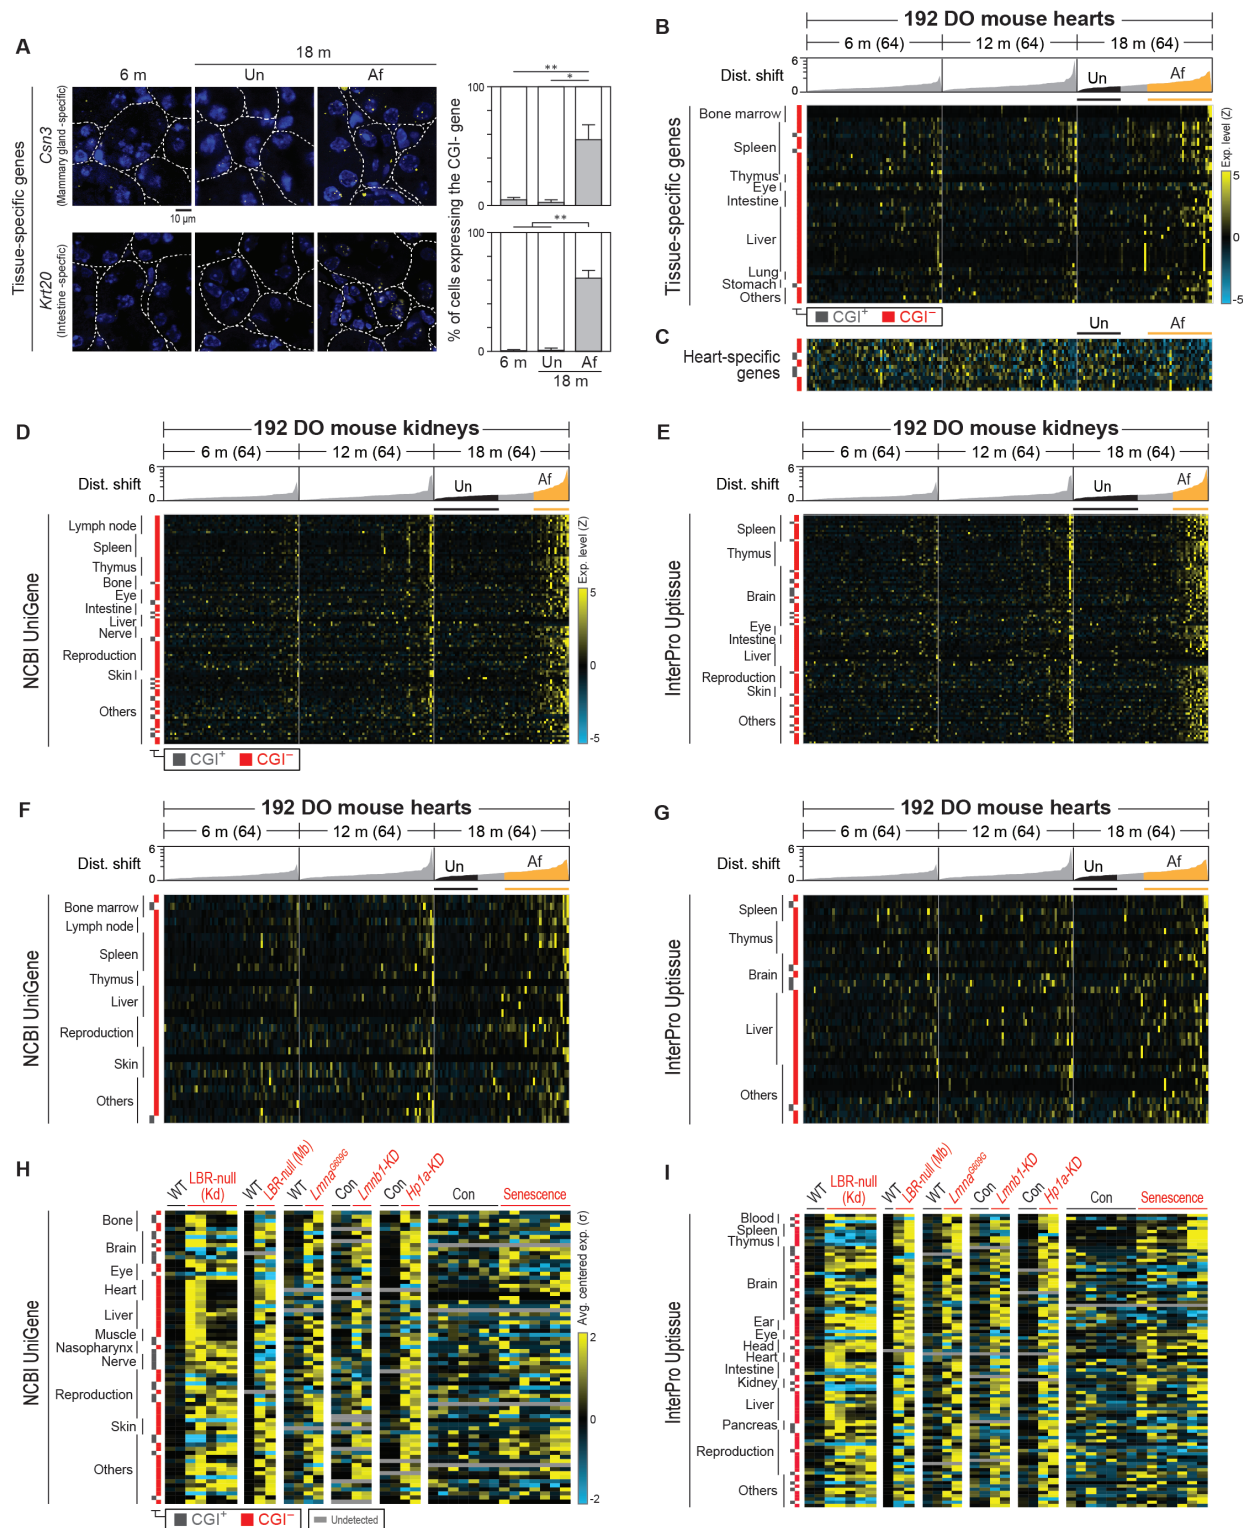

**Fig. S6. Tissue-specific gene expression in kidneys and hearts of DO mice.** (A) mRNA-FISH assays to detect misexpression of CGI<sup>-</sup> tissue-specific genes. Note that tissue-specific genes that are not normally expressed in young kidneys were detected in DO mouse kidneys. White dotted lines indicate the boundaries of renal tubules. Error bars indicate standard deviation of three

replicates. \*,  $P < 0.05$ ; \*\*,  $P < 0.01$ ; \*\*\*,  $P < 0.001$ . **(B and C)** Expression of tissue-specific genes **(B)** and heart-specific genes **(C)** in DO mouse hearts. **(D and E)** Expression of tissue-specific genes defined by UniGene **(D)** and InterPro Uptissue **(E)** in DO mouse kidneys. **(F and G)** Expression of tissue-specific genes defined by UniGene **(F)** and InterPro Uptissue **(G)** in DO mouse hearts. **(H and I)** Expression of tissue-specific genes defined by UniGene **(H)** and InterPro Uptissue **(I)** upon chromatin architecture disruption. All genes shown in this figure are listed in table S9.

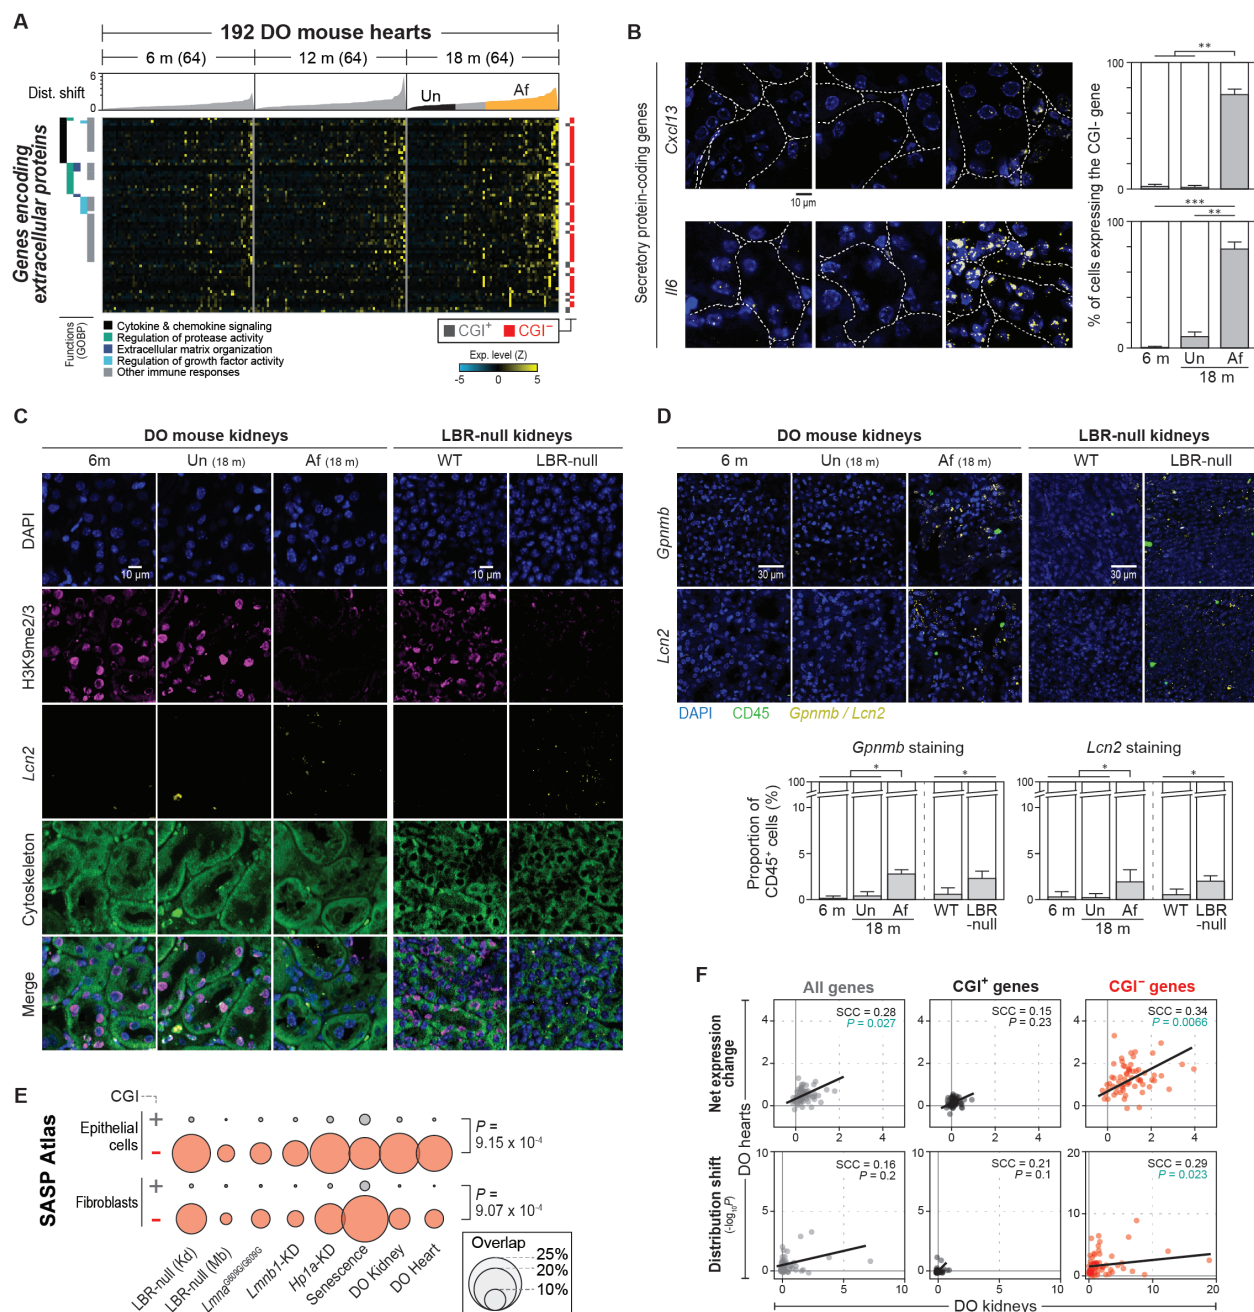

**Fig. S7. CGI<sup>-</sup> gene misexpression and uncontrolled secretory phenotypes during aging.** (A) Expression of genes encoding extracellular proteins in DO mouse hearts. Shown are extracellular protein-coding genes which are significantly up-/down-regulated in affected hearts (versus unaffected, FDR < 0.05). For a full list of genes and their functions (GOBP, Gene Ontology: Biological Process), see table S11B. (B) mRNA-FISH assays to detect misexpression of secretory protein-coding CGI<sup>-</sup> genes in DO mouse kidneys. White dotted lines indicate the boundaries of renal tubules. (C and D) Staining of cytoskeleton (C) or CD45<sup>+</sup> leukocytes (D). Transcripts of CGI<sup>-</sup> genes (*Gpnmb* or *Lcn2*) misexpressed in both DO and LBR-null kidneys were detected using mRNA-FISH. Note that the CGI<sup>-</sup> gene *Lcn2* was misexpressed within affected and LBR-null renal tubular cells forming intact tubular structures. (E) Overlap among

previously defined SASP factors and CGI<sup>+/-</sup> genes misexpressed upon chromatin architecture disorganization and during aging. Human SASP factors obtained from the SASP Atlas (<http://www.saspatlas.com/>) were converted into mouse orthologs. **(F)** Spearman correlation coefficient (SCC) of net expression changes (top) and distribution shifts (bottom) between 18-month-old DO mouse kidneys and hearts. Linear regression analysis was performed using total least squares method. \*,  $P < 0.05$ ; \*\*,  $P < 0.01$ ; \*\*\*,  $P < 0.001$ . Error bars indicate standard deviation of three **(B)** or four **(C)** replicates.

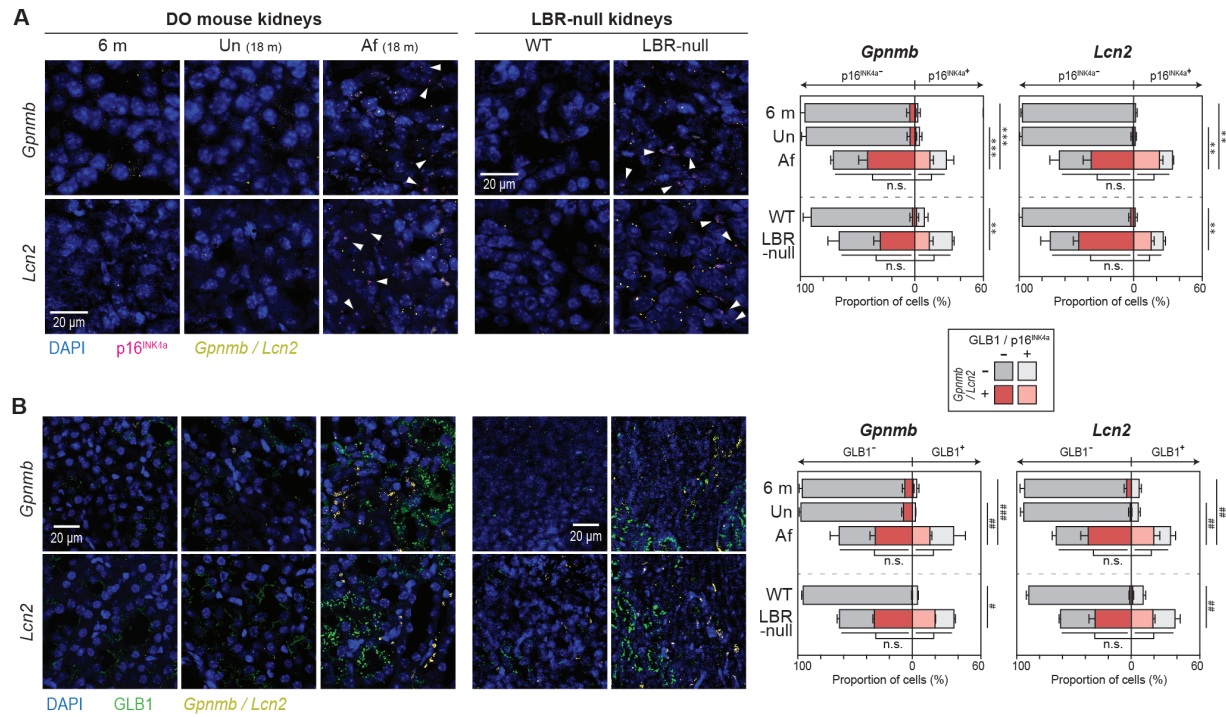

**Fig. S8. CGI<sup>-</sup> gene misexpression in senescent cells. (A and B) mRNA-FISH of p16<sup>INK4a</sup> (A) and immunofluorescence staining of GLB1 (B). Transcripts of CGI<sup>-</sup> genes (*Gpnmb* and *Lcn2*) misexpressed in both DO and LBR-null kidneys were detected using mRNA-FISH. White arrowheads indicate p16<sup>INK4a</sup>-positive cells. Error bars indicate standard deviation of four replicates. \*,  $P < 0.05$ ; \*\*,  $P < 0.01$ ; \*\*\*,  $P < 0.001$ ; #,  $P < 10^{-5}$ ; ##,  $P < 10^{-20}$ ; ###,  $P < 10^{-30}$ .**

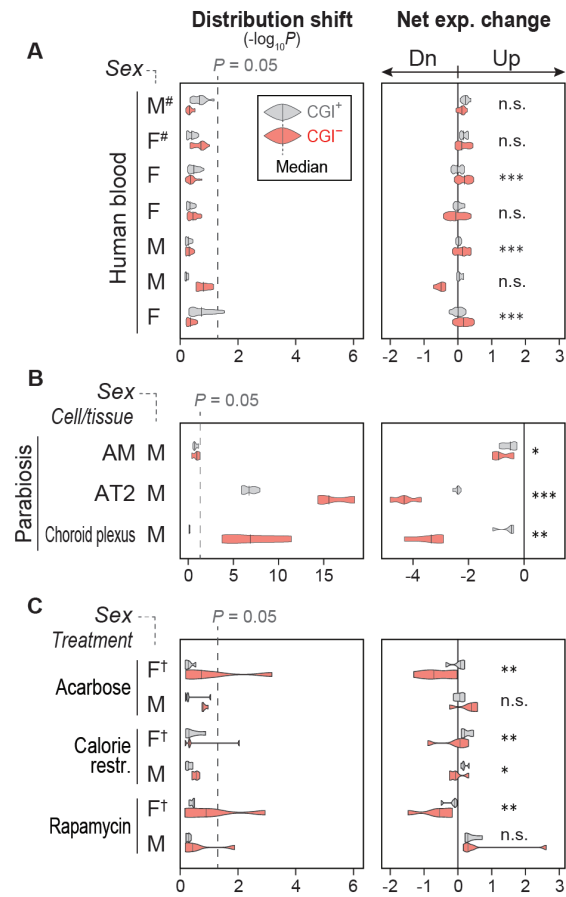

**Fig. S9. Additional data in meta-analysis of published RNA-seq data (for Fig. 5).** (A) Distribution shifts and net expression changes in human blood. # Also shown in Fig. 5A. (B) Effects of parabiosis on CGI<sup>-</sup> gene misexpression. AM, alveolar macrophage; AT2, alveolar type 2 cell. (C) Sex differences across anti-aging interventions. † Also shown in Fig. 5C. Note that rapamycin and acarbose treatment were significant only in female mice, which is consistent with prior studies showing that mTOR inhibition was more effective in females (80). \*,  $P < 0.05$ ; \*\*,  $P < 0.01$ ; \*\*\*,  $P < 0.001$ ; n.s.,  $P \geq 0.05$ .

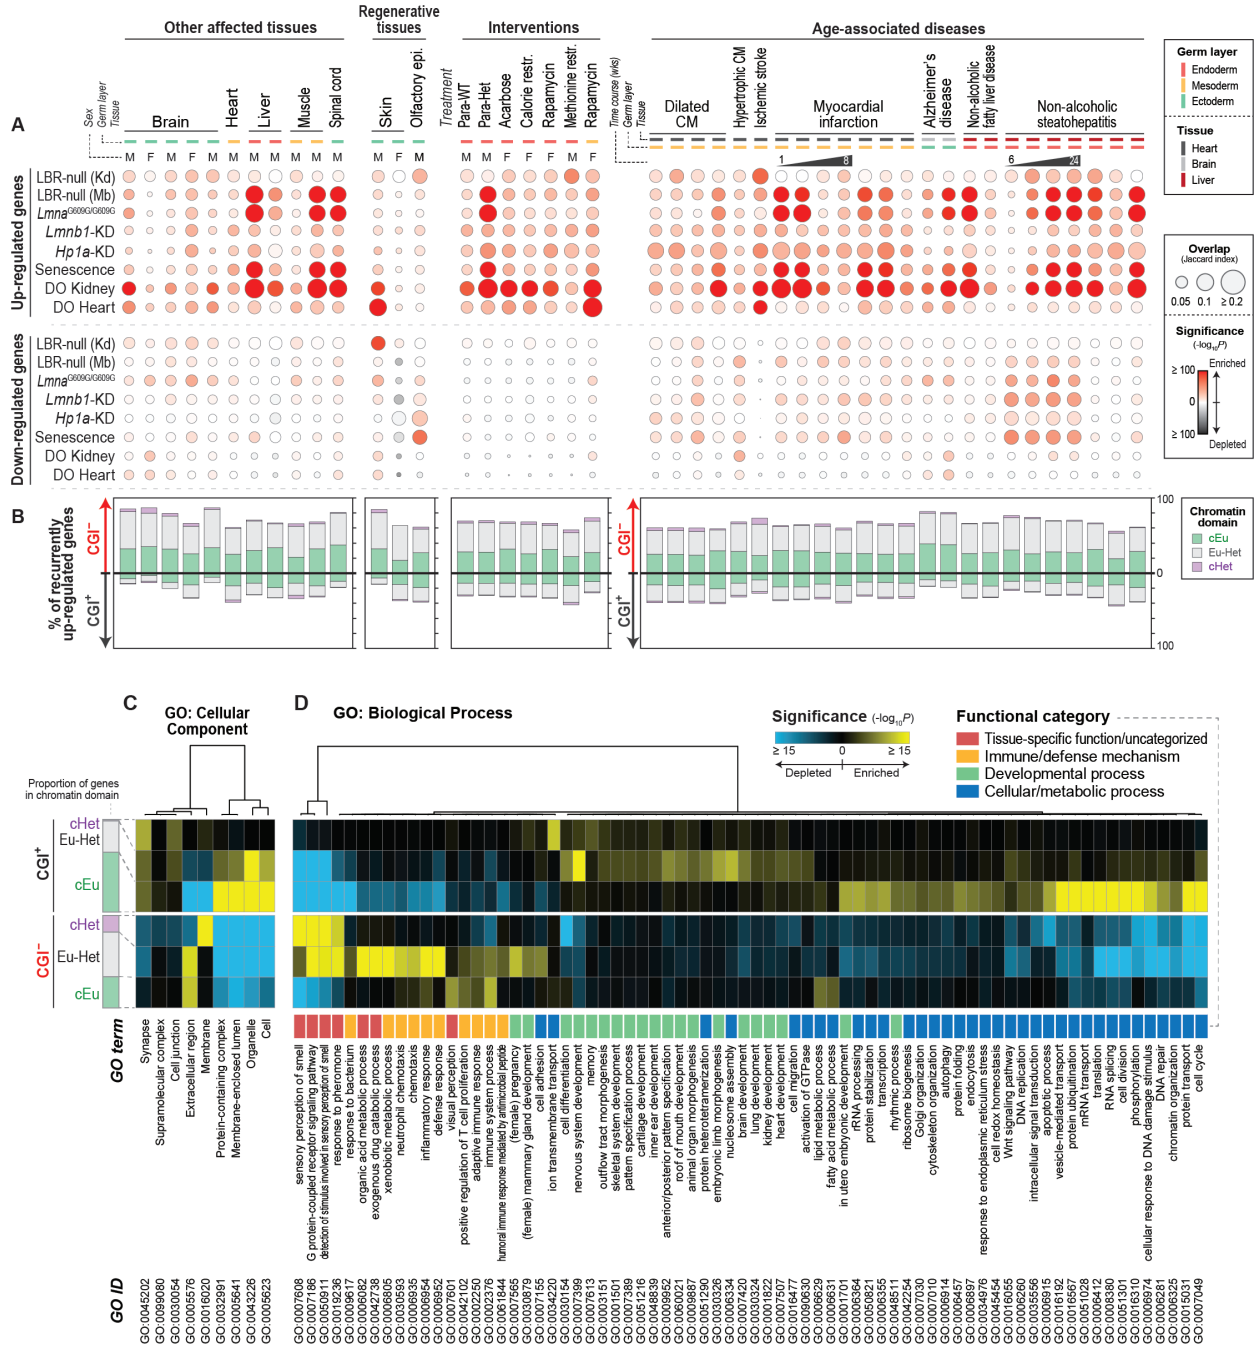

**Fig. S10. Consensus of CGI<sup>-</sup> gene misexpression upon chromatin architecture disruption and in aging/anti-aging intervention/age-associated disease contexts. (A)** Overlap among differentially expressed genes. Significance was calculated by permutation tests ( $n = 1,000$ ). **(B)** Percentages of repeatedly up-regulated genes. Overlaps between genes that are recurrently up-regulated upon nuclear architecture disruption and those up-regulated in each indicated dataset are shown. Note that up-/down-regulated genes resulting from anti-aging interventions were compared with down-/up-regulated genes upon chromatin architecture disruption, respectively, to demonstrate the counteraction of age-associated CGI<sup>-</sup> gene misexpression. **(C and D)** Analysis of Gene Ontology (GO). GO: Cellular Component (GOCC; C) and GO: Biological

Process (GOBP; **D**) are shown. For GOCC, All depth-1 GOCC (the highest level in the GOCC hierarchy tree) are shown. For GOBP, GO terms with  $\geq 50$  annotated genes that are significantly enriched/depleted ( $P < 10^{-6}$ ) in at least one chromatin domain are shown. CGI<sup>+/-</sup> genes were classified by their location in chromatin domains (cEu, Eu-Het, and cHet). Results were hierarchically clustered based on Euclidean distance to enhance visual clarity.

## Captions for tables S1 to S12

**Table S1. References used in fig. S1A.** References having the experimental evidence of nuclear defects at protein level are given (PMIDs are shown).

**Table S2. Mammalian CGI<sup>+</sup> and CGI<sup>-</sup> genes.** (A) A list of mouse CGI<sup>+/−</sup> genes (mm9, NCBI build 37). (B) A list of human CGI<sup>+/−</sup> genes (hg19, NCBI build 37).

**Table S3. Gene expression of affected and unaffected DO mice.** (A) DO mouse kidneys. (B) DO mouse hearts. Differentially expressed genes: adjusted  $P < 0.05$ .

**Table S4. RNA-seq used in Fig. 2C and fig. S2D.** (A) A list of the datasets. (B) Differentially expressed genes upon chromatin architecture disruption.

**Table S5. Hi-C data and chromatin domains used in this study.** (A) A list of Hi-C datasets examined in this study. (B) Chromatin domains determined in this study (50 kb windows).

**Table S6. ChIP-seq and DamID-seq data used in this study.** (A) A list of ChIP-seq data used in this study. (B) A list of DamID-seq datasets examined in this study.

**Table S7. Motif occurrence in TSS and its flanking region of CGI<sup>+</sup> and CGI<sup>-</sup> genes.** (A) The number of known DNA motifs in 500 bp-region surrounding transcription start site of each gene. (B) Enrichment of motifs in the gene groups. FDR is shown. Genes were grouped by recurrency of up-regulation and assigned chromatin domains. Motifs enriched at least in one gene group (FDR < 0.05) were listed.

**Table S8. Tissue-specific genes used in Fig. 3 and fig. S6, B and C.** (A) RNA-seq datasets examined to define tissue-specific genes. (B) Tissue-specific genes defined by the meta-analysis in this study.

**Table S9. Gene lists used in the heatmaps for tissue-specific gene analysis.** (A) For Fig. 3A. (B) For fig. S6B. (C) For fig. S6C. (D) For fig. S6D. (E) For fig. S6E. (F) For fig. S6F. (G) For fig. S6G. (H) For Fig. 3C. (I) For fig. S6H. (J) For fig. S6I. Genes were sorted as shown in the figures. Genes labelled as “Others” in the figures are shown in blue fonts.

**Table S10. Single-cell RNA-seq datasets used in Fig. 3E.** \*Author-provided age groups of each study were used for the analysis.

**Table S11. Gene lists used in the heatmaps for secretory protein-coding gene analysis. (A)** For Fig. 4B. **(B)** For fig. S7A. **(C)** For Fig. 4D. Genes were sorted as shown in the figure.

**Table S12. RNA-seq datasets used in Fig. 5 and fig. S9.** \*A forward slash distinguishes groups (young/old or control/disease) if their ages are different.

How the deposited data were processed for this re-analysis (not part of the article)

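Kidney RNA-seq data were analysed for 3 LBR-null mice (4001, 4002 and 4007) and 1 WT littermate (4009), all 4 weeks old. Mice 4001, 4007 and 4009 gave 2 libraries each and mouse 4002 gave 1. The right kidney of each mouse was pulverized and aliquoted, and the paper does not state whether both libraries of a mouse come from separate aliquots. Libraries were averaged within a mouse, and the mouse was taken as the replicate. The other experiments of the paper (DO mice, cell lines, published datasets, chromatin conformation, imaging and blots) were not analysed here.

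The authors aligned reads to mm9 with STAR 2.6.0 and deposited, for each library, a signal per gene symbol, namely read counts divided by the size factor that DESeq2 1.25.1 gave the library. The paper's text does not name the program that counted the reads or its gene annotation. All values of a library were whole multiples of its lowest step, within 0.01 read (100% of values), so the reads behind the deposited values were recovered by division. The libraries held between 20694016 and 26333284 reads on genes, and the largest ratio between libraries was 1.273. At this depth 1 read was worth between 0.787 and 1.15 normalized counts, and 2860 of 24328 genes were listed at 0 in every library. Hba-a1 was listed at 0 in 6 libraries. The globin genes Hba-a2, Hbb-b1 and Hbb-b2 were listed at 0 in all 7 libraries, so a listed 0 need not mean that a gene is silent. A few symbols are written as dates, and 2 names appear on 2 lines each, which were kept apart. The most abundant gene took 1.67% to 2.80% of the reads of a library.

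CGI classes were rebuilt from the mm9 genome sequence and the GENCODE gene models in the reference, since the paper's table of classes (Table S2A) could be read for 1998 of 18148 genes. Islands had a GC content of at least 50%, a length over 200 bp and an observed over expected CpG ratio over 0.6, and were sought in sequence that was not masked for repeats. The paper combines such islands with islands found by CxxC affinity purification, and this second part was not applied here. A gene was classed CGI+ with an island within 500 bp of the start of any of its coding transcripts, and CGI- with no island from 500 bp upstream through the gene body. The use of any coding transcript was chosen after the listed classes were seen. Of 24328 symbols, 20219 (83.1%) matched a coding gene, by name or by an older symbol. This gave 11889 CGI+ genes, 7373 CGI- genes and 957 genes with an island in the body alone, which entered neither class. The search was tested on simulated sequence, where it found 17 of 18 islands with their ends. Coordinates are those of these gene models.

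A gene was counted as 2-fold up or down when the mean over the LBR-null mice and the WT value differed at least 2-fold, among genes above 0 in either group, the paper's criterion for Fig. 2. Net expression change and distribution shift followed the formulas of the paper, with a pseudocount of 1. The paper states that it analysed females and males separately for these measures. Here each LBR-null mouse was compared with the 1 WT mouse whatever its Xist level, since the labels give no sex, and this departs from the paper. Gene lists of the supplement were summarised by the median log2 fold change, on log2(normalized counts + 1), and set against 10000 random lists of the same size matched in 20 bins of mean expression. Tables S9A and S11A give no direction for the lists of DO kidneys. Table S3A gives averages of affected and unaffected kidneys and could be read for 1997 of 20478 genes, which gave a direction for 3 non-kidney, 10 kidney-specific and 11 extracellular genes of the lists. On 14261 simulated genes the 2-fold rule found 99 of 100 genes raised 4-fold and 100 of 100 genes lowered 4-fold. In that simulation 19 unchanged genes passed the rule upward and 3 downward. This does not show how often unchanged genes with few reads pass the rule, nor how it finds changes under 4-fold. Between real libraries of the same mouse, a mean of 13.0% of CGI- genes were 2-fold higher and 14.8% were 2-fold lower in the first library.

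limma 3.58.1 (eBayes with a trend, R 4.3.3) was run on log2(normalized counts + 1) of mouse means for 17283 genes with a mean of at least 5, with Benjamini-Hochberg adjustment and the limits of an adjusted p of 0.05 and a 2-fold change. It has 2 residual degrees of freedom, and the lone WT mouse is assumed to vary as the LBR-null mice do. As alternatives, edgeR 4.0.16 (quasi-likelihood test) and DESeq2 1.42.0 were run on the recovered reads summed per mouse. In simulated counts for 3 mice against 1 with a dispersion of 0.02, limma called 200 of 200 changed genes and 0 of the unchanged ones. With a dispersion of 0.1 it called 192 of 200 and 10 unchanged genes, edgeR called 193 and 6, and DESeq2 called 193 and 28. DESeq2 left 671 genes of the real data without an adjusted p, and these were not counted.

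The design, the alternatives and the named genes were fixed before the data were examined, apart from what is marked as chosen later. The named genes are Lbr, genes whose RNA or protein the paper names for kidney (Gpnmb, Csn3, Krt20, Lcn2, Cxcl13, Il6, Il1b, Ifng, Cdkn2a, Glb1, Ptprc, Lmnb1 and Cbx5), Tnf and Lmna, which it names in other settings, and the 5 largest and 5 smallest log2 fold changes among genes whose value in every LBR-null library lies on the same side of both WT libraries. Values of Csn3, Cxcl13, Bank1 and Apoe in Table S4B had been seen when the rule was written. In addition, 23 lists of marker genes were fixed, for tissues that could adhere to a kidney, immune cells, kidney cell types, injury, proliferation and the sex chromosomes. A marker list was summarised as the median log2 change of its detected genes against WT. S100a8, S100a9, Alb, Mki67, Hif3a, Apoe and the Y chromosome genes are named after their values were seen.

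The alternatives were the library in place of the mouse as the unit, a filter at a mean of 10 (for limma none or 50), pseudocounts of 5 and 0.5, scaling to equal totals or by TMM, each LBR-null mouse and each WT library left out, classes from the promoter alone, islands with a GC content of at least 55%, a length over 500 bp and a ratio over 0.65, a 3-fold limit, a block on the library number, and the leaving out of pairs with over 1.5 times as many reads in either sample. Thinning of the reads to equal depth and DESeq2 on the 7 libraries were added after the data were seen. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the rest.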

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

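The tests of the liver, muscle, adrenal, neutrophil and blood explanations, of the gain per kilobase, of the libraries averaged and of read depth were chosen after the results were seen, while the other tests in this part were set beforehand. In 61 groups of the 5 LBR-null libraries, 4 had a library far from the others, where chance gives about 1 in 20, and the 2 libraries of a mouse are not independent.

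Csn3 stood at 0.931 normalized counts in the first library of mouse 4007 and at 0 in the other 4 LBR-null libraries. The value is a single read, so no explanation was tested. Lmna stood at 2170 in the first library of mouse 4001 and between 1697 and 1798 in the others, while the WT libraries were at 2151 and 2041. No explanation was tested for it.

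The symbol 1-Mar stood at 546 in mouse 4002 and between 2443 and 2988 in the other 4 libraries. In the WT libraries it was at 25.2 and 28.95. The symbol is a date in place of a gene name and it appears on 2 lines, so the gene is not known and no explanation was tested. The share of CGI+ genes 2-fold up was 6.67% in mouse 4002, as the mean over both WT libraries, lower than in the other LBR-null libraries. Mouse 4002 is also the LBR-null mouse whose Xist and Y chromosome genes are near WT levels, and it has 1 library. The labels give no sex. Mouse 4001 has reads of Xist and of Y chromosome genes (Eif2s3y at 156, Kdm5d at 26.9 and Uty at 39.0 normalized counts, against 54.0, 8.27 and 5.99 in mouse 4007). Whether RNA of another mouse is in that sample was not tested. In mouse 4002 alone, 28.6% of CGI- genes were 2-fold up, which sex would not predict, but with 1 such mouse the sex and the individual cannot be told apart. Xist was at a mean of 5260 in the LBR-null mice against 35.5 in WT, and it carries no information on LBR where mice with and without Xist are compared. A mislabelled sample was tested with Lbr, which was higher than in both WT libraries in 2 of 5 LBR-null libraries. Lbr was lower than in the WT mouse in mice 4001 and 4002 and higher in mouse 4007. Whether the mutation lowers the transcript was not tested, so this cannot be told apart either.

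The 20 liver genes, none of them in the lists of Fig. 3C or Fig. 4D, had a median log2 change over WT of 2.42 in mouse 4001, 0.51 in mouse 4002 and 0.14 in mouse 4007, a mean of 1.02. The WT kidney also had at least 10 normalized counts of all 20. Alb was at 8759 in mouse 4001 against 1565 in WT. If liver tissue had come with the kidney and both libraries were made from separate aliquots, which the paper does not state, they would hold unequal amounts of it. Of the 20 genes, 19 had an excess over the other mice above 50 normalized counts in both libraries of mouse 4001. The excess was larger in the first library than in the second for 19 of 19 genes, by a median factor of 1.95 (1.13 to 3.22). Whole values of other genes with a mean of at least 100 differed by a median factor of 1.02. That is not a ratio of excesses and has no spread, so it gives no baseline. The libraries of mouse 4001 also correlated less across genes (r = 0.9869) than those of mice 4007 (0.9922) and 4009 (0.9932). Liver RNA in the sample of mouse 4001 thus stays a candidate explanation. A response of kidney cells that differs between libraries was not tested. In mouse 4007, 8 of the liver genes were at least 2 times WT, which is not explained by that sample.

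The 12 skeletal muscle genes had a mean median log2 change of 0.52 (SD 0.20), and 6 of them had at least 10 normalized counts in WT. Of the 12 genes, 4 were higher and 2 lower in every LBR-null library than in both WT libraries. Muscle tissue would raise all of its abundant transcripts. In mouse 4001, 8 of the 12 genes were within 2 times the mean of the other mice. The median log2 change was 0.75 in mouse 4001, 0.41 in mouse 4002 and 0.39 in mouse 4007. With so small an excess, most genes would lie within 2 times whatever its cause, so this test cannot decide on muscle tissue. The rise over WT that the LBR-null mice share is open as well. The 9 adrenal cortex genes had a mean of 0.51 (SD 0.23), from a median of 2.03 normalized counts in WT. Cyp11a1, Cyp11b1 and Cyp11b2, abundant in adrenal tissue, reached at most 8.20 normalized counts in a library, so there is no sign of much adrenal tissue. These values were not set against WT, and the rise of the list is one of few counts. A trace of adrenal tissue is therefore not excluded. What raised the muscle and adrenal lists stays open.

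The neutrophil list had a median log2 change over WT of 3.30 (SD 0.88). Of its 8 detected genes, 7 were higher in every LBR-null library than in both WT libraries, and 1 gene of the list had at least 10 normalized counts in WT. More neutrophils in the tissue may explain this, but with 1 of the 8 genes not in step and few reads in WT the test leaves it open. Blood left in the kidney would raise erythroid genes, whose median was at most −1.58 in an LBR-null library, which argues against it as the whole cause, although the globin genes are listed at 0 and 4 erythroid genes were detected. More leukocytes of all types are argued against as well, since 1 of 4 leukocyte lists, the neutrophils, was above WT in every LBR-null library, with medians of −0.76 for macrophages, −0.25 for T cells and −0.77 for B cells. Scaling to equal totals or by TMM left the sign of the liver, muscle, adrenal and neutrophil lists as it was. A biological explanation, a response to the loss of LBR, stays open for the neutrophil list. It was not tested against the sex of the mice.

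Genes of olfactory and vomeronasal receptors are not discussed by the paper and were taken as genes silent in kidney. Over 1454 of them with under 100 reads in all, chosen after the values were seen, the share of reads was 2.36, 2.68 and 4.07 times that of WT in mice 4001, 4002 and 4007. Over all 1460 genes the ratios were 1.18, 1.58 and 2.05. Reads from unspliced RNA or genomic DNA could raise silent genes in this way, and with ratios on both sides of 1.5 over the mice this cannot be told apart from expression. A background from genomic DNA would add the same reads per kilobase to any silent gene. The gain per kilobase of the other CGI- genes with a mean of up to 10 was 3.38, 2.17 and 2.48 times that of the receptors in the 3 mice, which argues against genomic DNA as the whole cause of the rise of low CGI- genes.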

How the results depend on the processing

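DESeq2 on the 7 libraries and the thinning of reads to equal depth were chosen after the results were seen. Over 15 results, 184 alternative values were computed. Of these, 145 stayed within 1.5 times the reported count or within 1 SD over the 3 LBR-null mice of the reported value, 38 moved further with the same direction, and 1 reversed its sign.

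The number of genes called by limma is the result that moved most. It was 0 higher and 0 lower (1852 and 1391 at an unadjusted p under 0.05, smallest adjusted p 0.0533), and it was 0 in each direction with no filter, with pseudocounts of 5 or 0.5 and with either other scaling. The smallest adjusted p ran from 4.13e-82 (DESeq2 on the 7 libraries) to 0.229 (limma with no filter). A filter at a mean of 50 left 1 gene higher and 0 lower among 13058 genes. On reads summed per mouse, edgeR called 1 gene higher and 27 lower and DESeq2 called 539 higher and 578 lower, and 28 genes were called by both. Leaving out one replicate in turn gave 0 to 505 genes higher and 0 to 658 lower. Without mouse 4001 there were 505 higher and 658 lower, without mouse 4002 338 higher and 287 lower, without mouse 4007 0 and 0, without the first WT library 1 and 0, and without the second 0 and 0. The lone WT mouse is again assumed to vary as the others do, and why the count depends on the mouse left out was not tested. The limma fit with the 7 libraries as samples and a correlation of 0.741 within a mouse gave 346 higher and 501 lower. Treating the 7 libraries as independent samples gave 1673 higher and 1071 lower by limma and, as an added alternative, 1848 higher and 1094 lower by DESeq2, but libraries of one mouse are not independent. In simulated data, limma made calls with 3 mice against 1. The simulated changes were well over 2-fold and lay in genes with a mean of at least 50. For smaller changes or lower levels, the number of mice may still give a count of 0. Which calls hold cannot be settled from these mice.

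The fit with a replicate block on the library number gave 1599 genes higher and 1139 lower. The numbers do not pair the libraries. The difference between the first and second library of a mouse had a correlation across 13058 genes of −0.0428 between mice 4007 and 4001, 0.000207 between mice 4009 and 4001, and −0.0712 between mice 4009 and 4007, and mouse 4002 has 1 library. This fit also counts libraries, not mice.

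The number of genes 2-fold up was 4870 and the number 2-fold down 1890. With a mean of at least 10 they were 1811 and 1114, with a pseudocount of 5 they were 1908 and 1074, and at a 3-fold limit 925 genes were down. The filter and the pseudocount act on genes with few reads, and 45.3% of the expressed CGI- genes had a mean under 10. The other alternatives, leaving out each replicate among them, kept both counts within 1.5 times.

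The share of CGI- genes 2-fold up, 39.8%, exceeded that of CGI+ genes, 8.34%, under every alternative computed. A mean of at least 10 gave 22.8% and 5.99%, a pseudocount of 5 gave 13.3% and 5.33%, and stricter islands gave 28.7% of CGI- genes. With one replicate left out, the share of CGI- genes lay between 35.6% and 41.7%. Equal totals, TMM, thinned reads and classes from the promoter alone moved the shares by less than 1 SD over the mice.

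The net expression change of CGI- genes, 1.38, was 0.55 with a pseudocount of 5 and 0.737 with stricter islands, and from 1.2 to 1.67 with one replicate left out. That of CGI+ genes, −0.0264, was −0.107 with a pseudocount of 5 and −0.171 with TMM, and it reversed to 0.0865 with stricter islands. Its sign also changed, by less than 1 SD, without mouse 4002 (0.0153) and without either WT library (0.0358 and 0.00304), so it is not settled. Under stricter islands 11404 genes are CGI- in place of 7373, so genes change class. The distribution shift of CGI- genes, 10.4, was 2.72 with stricter islands and between 6.73 and 13.1 with one replicate left out, and 6.73 was the value without mouse 4007. The distribution shift of CGI+ genes, 0.663, was 3.02 with equal totals, 1.55 with TMM and 0.201 with stricter islands. For the scaling alternatives the cause was not tested beyond the scaling itself. No pair of libraries differed by over 1.5 times in reads, so the alternative that leaves such pairs out changed nothing and says nothing about depth.

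Of the gene lists, the median of the tissue-specific genes of affected DO kidneys, 0.53, lay between 0.26 and 0.58 with one replicate left out, and that of the Fig. 3C list, 1.2, between 0.86 and 1.36. In both the lowest value was that without mouse 4001. The kidney-specific list stayed between −1.04 and −0.87 over all alternatives. The extracellular list of DO kidneys, 0.03, lay between −0.20 and 0.18, so its sign is open.

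Depth limits genes such as Il6, Tnf and Csn3, which had under 10 reads in each library.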

Differences from the paper's values

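All values in this part were compared after they were seen, and all alternatives named here except thinned reads were set before the data were examined. In Fig. 2A, the share of CGI- genes 2-fold up is about 34.0%. The mean of the 3 comparisons of an LBR-null mouse with the WT mouse found here, 33.8%, is close to it. The reported share, from the average of the mice, was 39.8%, between 35.6% and 41.7% with one replicate left out, 22.8% with a mean of at least 10 and 13.3% with a pseudocount of 5. The last of these is not within 1.5 times of the figure's value.

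The distribution shift of CGI- genes was 10.4 here, against about 3.9 for the paper in Fig. 2A, read by eye. With stricter islands it was 2.72, which is within 1.5 times the paper's value, but under these islands 79.1% of the readable genes of Table S2A had the class listed there, fewer than under the islands used for the reported value. With libraries in place of mice (10.7), equal totals (10.6), TMM (8.97), classes from the promoter alone (10.5), pairs of unlike depth left out (10.4) and each replicate left out (6.73 to 13.1) it was further above it. The paper analysed females and males separately for this measure, and the mice here were not separated by sex. The legend calls the data of the figure representative, and the measure is taken per pair of samples. Single pairs of an LBR-null and a WT library gave 3.81 to 18.9 and single mice against the WT mouse 5.17 to 17.8, so the paper's value lies within the range of single library pairs, and that of mouse 4002, 5.17, the LBR-null mouse with Xist near the WT level, is within 1.5 times of it. Thinned reads were not set against the figure.

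The distribution shift of CGI+ genes was 0.663 here, against about 1.0 for the paper in Fig. 2A, read by eye. With libraries in place of mice (0.70) and without mouse 4001 (0.792) it was within 1.5 times of the paper's value, and under the other alternatives it was not. Single library pairs gave 0.481 to 0.977. In each setting named here CGI- genes shifted more than CGI+ genes.

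Of 1846 CGI- genes with a value in the readable part of Table S4B (1997 of 18252 entries) and here, 36.7% were 2-fold up here and 21.8% by the paper's averages in that table, and 13.2% were 2-fold down here and 13.8% by the paper's averages. With a mean of at least 10 the share up was 24.0%, and with a pseudocount of 5 it was 15.5%, both within 1.5 times of the paper's, but with the pseudocount of 5 the share down was 8.67%, which is not. With libraries in place of mice (37.2%), equal totals (36.5%), TMM (36.3%) and each replicate left out (33.0% to 38.2%) it was not. Table S4A lists 8 kidney libraries of the study and 7 were analysed here.

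Cxcl13 in LBR-null over WT kidneys was at 0.509 here and at 0.29 in the paper's Table S4B, where the paper's averages are 8.11497 for LBR-null and 27.986 for WT. Here they were 7.92 and 15.6, so the LBR-null averages are within 1.5 times of each other and the WT averages are not. Whether the paper's WT average is of the WT libraries analysed here is not known. The ratio without mouse 4002, 0.432, was within 1.5 times of the paper's, and under the other alternatives (0.478 to 0.628) it was not. The ratios of Dio1 (0.0304), Alb (2.67) and Apoe (3.89) were within 1.5 times of those in the paper's table, but without mouse 4001 that of Alb was 1.21, and without mouse 4002 that of Dio1 was 0.0198, so the matches of Alb and Dio1 depend on single mice.

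The paper names Il1b, Il6 and Ifng as examples of inflammation genes with increased expression in LBR-null and affected DO kidneys. The values it cites for them are of DO kidneys. The values below are thus not set against LBR-null values of the paper. Of these 3 genes, Ifng was higher than WT in every LBR-null library, at 14.1 against 3.60. It had few reads, with 6.3 and 0.905 normalized counts in the WT libraries and 8.6 in mouse 4002. Il1b was higher in 2 of 3 mice, at 12.0 against 9.31, and Il6 was at 3.85 against 4.57 in WT. The paper also reports more CD45-positive cells in tissue sections. Ptprc, the gene of CD45, was at 182 against 247 in WT, lower in all 5 LBR-null libraries.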

Other observations

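The tests on the rates of CGI+ genes at the levels of CGI- genes, on the direction in DO kidneys, on the libraries averaged, on read depth, on genomic DNA and on the cell types of the kidney were chosen after the results were seen, and the tests on expression level, GC content, length, other groupings of the mice and maturation were set beforehand.

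CGI- genes were 2-fold up more often than CGI+ genes, and technical explanations were weighed. CGI- genes are expressed at lower levels. When class labels were shuffled 10000 times among genes of the same mean expression, the share of genes labelled CGI- that were 2-fold up averaged 35.2% and reached at most 36.5%, against 39.8% observed. Shuffled labels mix the rates of both classes, and most genes at low levels are CGI-, so the rates of CGI+ genes alone were also carried over to the expression levels of the CGI- genes in 20 bins, which gave 28.0%. Low expression may therefore account for much of the difference between the classes (8.34% for CGI+ genes). These bins do not account for the whole of it, but the classes need not be equal in level within a bin. Shuffled within bins of GC content and transcript length, the share reached at most 26.5%, and within bins of all 3 properties at most 37.5%. With reads thinned to equal depth it was 39.8%, which argues against depth. Averaging of more LBR-null than WT libraries makes a 0 less frequent in the LBR-null group. It is argued against as the whole cause of more CGI- genes up than down, since in pairs of 1 library each the share up was 34.3% and the share down 20.2%, with more genes up in 10 of 10 pairs. Background reads stay open in part, with ratios of receptor reads to WT of up to 2.05 over all receptors and up to 4.07 over those with under 100 reads. Genomic DNA alone is argued against by a lowest ratio of 2.17 in the gain per kilobase.

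Chance cannot be excluded. With each of the 4 mice in turn set against the other 3, 1 of 4 choices, the WT mouse, gave a share of CGI- genes 2-fold up as large as 39.8%, and 4 choices cannot give a share of choices under 0.05. With LBR-null mice in its place the share was 24.1% for mouse 4001, 26.7% for mouse 4002 and 16.6% for mouse 4007, and the share of CGI+ genes was 6.08%, 4.70% and 3.57%, against 8.34% with the WT mouse. More CGI- than CGI+ genes were thus 2-fold up with each of the 4 mice as the reference, so the difference between the classes is not specific to the WT mouse. The shares of CGI- genes 2-fold down were 14.4%, 8.07% and 19.4% with LBR-null mice as the reference and 14.2% with the WT mouse, so an excess of genes up over genes down is not specific to the WT mouse either and was absent with mouse 4007. A trait of the 1 WT mouse and the LBR genotype are confounded here. Sex is so in part, since LBR-null mouse 4002, with Xist and Ddx3y near WT levels, had 28.6% of CGI- genes 2-fold up and 19.2% 2-fold down, but this is 1 mouse with 1 library. The effect of LBR loss on CGI- genes stays a hypothesis here.

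Among the marker lists fixed beforehand, 4 of 23 were above WT in every LBR-null library and 10 were below. Medians are log2 changes against WT, as means over 3 mice. Genes of the cell cycle were at −2.74 (SD 0.42), with Mki67 at 85.4 ± 37.2 normalized counts (SD, n = 3) against 1050 in WT. The other lists below WT were adipose tissue at −3.17, erythroid cells at −1.66, proximal tubule at −1.57 and fibroblasts at −1.28. Interferon response was at −1.23, cholesterol synthesis at −0.77 and podocytes at −0.56. The macrophage and B cell lists were also below WT. Podocytes were at −1.18 in mouse 4001, −0.30 in mouse 4002 and −0.21 in mouse 4007. Fibroblasts were at −0.25, −1.57 and −2.01 in the same order, so both means depend on mouse 4001. Of 9 lists on neither side in every library, the values were −0.58 for tubular injury, −0.36 for distal convoluted tubule, −0.23 for pancreas, −0.12 for endothelium, −0.11 for collecting duct, −0.04 for genes of nephron formation and 0.35 for thick ascending limb. T cells were at −0.25, and the sex chromosome list, at −2.61 (SD 2.59), follows the Y chromosome genes of each mouse. Equal totals or TMM changed the sign of none of these lists.

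A later maturation of LBR-null kidneys would raise the genes of cell division and nephron formation if it prolonged these processes. The highest median of the cell cycle genes in an LBR-null library was −1.93, which argues against prolonged cell division. That of the nephron formation genes was 0.26, and their list was on neither side of WT in every library. A delay without more cell division is therefore not excluded. The fall of proximal tubule genes was tested against a loss of these cells. That would raise the lists of the other kidney cell types alike, and 0 of 6 such lists were above WT in every LBR-null library. A change of expression within proximal tubule cells stays open, as does any effect of growth, since the paper shows LBR-null mice to be smaller (fig. S2A).

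Of the other genes that the paper names, values in LBR-null against WT kidneys were 274 ± 25.5 and 421 for Lmnb1 (SD, n = 3), 2080 ± 296 and 2630 for Cbx5, 1810 ± 155 and 2100 for Lmna, 1910 ± 663 and 2890 for Glb1, and 4.59 ± 2.52 and 2.54 for Cdkn2a. Lmnb1 and Glb1 were lower in every LBR-null library. By limma with Benjamini-Hochberg adjustment, Lmnb1 had a log2 fold change of −0.62 (standard error 0.28, adjusted p = 0.292), and limma, edgeR and DESeq2 on reads per mouse called none of Lmnb1, Cbx5, Lmna and Glb1, while Cdkn2a was too low to be tested. Hif3a, chosen after its values were seen as the gene with the smallest adjusted p (0.0533 by limma), was at 1230 ± 134 in 3 LBR-null mice against 82.6 in WT. It was not called by limma, and it was called by edgeR (adjusted p = 0.0335) and DESeq2 (adjusted p = 6.26e-28).

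In the table of all tested genes, 4400 of 17283 had every LBR-null library above both WT libraries and 4437 had every one below, where chance gives 4.76% in each direction if libraries were independent, which those of one mouse are not.

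For genes of the lists of DO kidneys whose direction could be read in Table S3A, all 11 extracellular genes were higher in affected than in unaffected DO kidneys by the paper's averages, and of these 4 were 2-fold up and 4 were 2-fold down in LBR-null kidneys. All 3 non-kidney genes were higher there, and 1 was 2-fold up and 1 was 2-fold down here. Of 10 kidney-specific genes, 8 were lower there, and of these 2 were 2-fold up and 4 were 2-fold down here. These are few genes, so no more is drawn from them.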
